# A Functional Switch of NuRD Chromatin Remodeling Complex Subunits Regulates Mouse Cortical Development

**DOI:** 10.1016/j.celrep.2016.10.022

**Published:** 2016-11-01

**Authors:** Justyna Nitarska, Jacob G. Smith, William T. Sherlock, Michele M.G. Hillege, Alexi Nott, William D. Barshop, Ajay A. Vashisht, James A. Wohlschlegel, Richard Mitter, Antonella Riccio

**Keywords:** epigenetics, chromatin remodeling, CHD proteins, NuRD complex, mouse brain, cortical development, neural radial migration, neural progenitors, cortical laminar fate specification

## Abstract

Histone modifications and chromatin remodeling represent universal mechanisms by which cells adapt their transcriptional response to rapidly changing environmental conditions. Extensive chromatin remodeling takes place during neuronal development, allowing the transition of pluripotent cells into differentiated neurons. Here, we report that the NuRD complex, which couples ATP-dependent chromatin remodeling with histone deacetylase activity, regulates mouse brain development. Subunit exchange of CHDs, the core ATPase subunits of the NuRD complex, is required for distinct aspects of cortical development. Whereas CHD4 promotes the early proliferation of progenitors, CHD5 facilitates neuronal migration and CHD3 ensures proper layer specification. Inhibition of each CHD leads to defects of neuronal differentiation and migration, which cannot be rescued by expressing heterologous CHDs. Finally, we demonstrate that NuRD complexes containing specific CHDs are recruited to regulatory elements and modulate the expression of genes essential for brain development.

## Highlights

• The ATPases CHD3, CHD4, and CHD5 are mutually exclusive subunits of the NuRD complex
• CHD3, CHD4, and CHD5 regulate distinct and non-redundant aspects of cortical development
• Loss of each CHD leads to specific defects of neuronal proliferation and migration
• CHD3, CHD4, and CHD5 regulate distinct set of genes essential for brain development

## Introduction

The ability to adjust the transcriptional output in response to ever-changing environmental conditions lies at the core of organismal development. The complex cytoarchitecture of the mammalian cortex provides a superb example of how extracellular and intracellular stimuli cooperate to transform a pool of undifferentiated neural progenitor cells (NPCs) into a highly organized layered tissue. Each cortical layer contains morphologically and functionally distinct subsets of neurons (Kwan et al., 2012) that derive from multipotent NPCs generated in the ventricular zone (VZ) of the embryonic brain. All developmental steps that lead to the formation of the mature cortex depend on the expression of specific genes that are necessary for NPC proliferation and, at later stages, neuronal migration and laminar specification.

Epigenetic modifications and changes of chromatin structure are emerging as fundamental mechanisms that regulate gene expression during brain development (Hirabayashi and Gotoh, 2010, Riccio, 2010). Chromatin is a highly dynamic structure that can be modified by a number of mechanisms, including DNA methylation, histone post-translational modifications, and ATP-dependent remodeling of chromatin (Borrelli et al., 2008). The latter mechanism uses energy released by hydrolysis of ATP to induce nucleosome sliding, facilitating the recruitment of transcriptional complexes (Narlikar et al., 2013) that activate or inhibit gene expression.

The nucleosome remodeling and deacetylase (NuRD) complex couples ATP-dependent chromatin remodeling with histone deacetylase activity (Tong et al., 1998, Xue et al., 1998, Zhang et al., 1998). NuRD is composed of six core subunits, each encoded by homologous gene families (Bowen et al., 2004). The ATPase activity of NuRD is provided by the chromodomain-helicase DNA-binding proteins (CHDs) 3, 4, or 5, and deacetylase activity by HDAC1 or HDAC2. Additional core subunits include methyl-CpG-binding domain proteins (MBDs) 1, 2, or 3; metastasis-associated proteins (MTAs) 1, 2, or 3; the histone-binding proteins Rbbp4 or Rbbp7; and the nuclear zinc-finger proteins Gata2a or Gata2b (Basta and Rauchman, 2015, Lai and Wade, 2011). NuRD has been linked to a number of basic cellular functions that take place during development, including the maintenance of genome integrity and cell-cycle progression (Lai and Wade, 2011). Recent studies have also linked NuRD to regulation of gene expression during embryonic stem cell (ESC) differentiation and lineage commitment of pluripotent cells (Kashiwagi et al., 2007, Reynolds et al., 2012a, Zhang et al., 2011). While NuRD has been implicated in the transcriptional repression of Polycomb-regulated genes in ESCs (Reynolds et al., 2012b) and in differentiated neurons (Egan et al., 2013), the role of NuRD in the developing nervous system remains largely unknown.

Here, we show that NuRD represents a major chromatin remodeling complex in the developing mouse cortex. We found that a sequential switch of CHDs within the complex results in the combinatorial assembly of NuRD complexes that regulate the transcription of genes necessary for neural progenitor proliferation, radial migration, and cortical layer specification.

## Results

### NuRD Is the Major Nuclear Complex Associated with HDAC2 in the Developing Cortex

Recent work from our lab (Nott et al., 2008, Nott et al., 2013) and others (Hagelkruys et al., 2014, Hagelkruys et al., 2015) demonstrated that the class I histone deacetylases HDAC1 and HDAC2 control the expression of genes necessary for neuronal development. Class I HDACs do not bind DNA directly and are found within large multiprotein complexes that confer target specificity (Haberland et al., 2009). To identify HDAC2-containing complexes in the embryonic mouse brain, we performed mass spectrometry of proteins that co-immunoprecipitate with HDAC2 during cortical development. Cortices were dissected at embryonic day 12.5 (E12.5), E15.5, and E18.5, and cell lysates were incubated with HDAC2 antibody or normal immunoglobulin G (IgG). Immunoprecipitated proteins were proteolytically digested and analyzed by mass spectrometry (Figure S1A). The relative abundance of identified proteins was calculated using normalized spectra abundance factors (NSAFs). Proteins enriched in HDAC2 immunoprecipitates are listed in Figure S1B and Table S1. Strikingly, all known subunits of the NuRD complex were associated with HDAC2 at all embryonic stages (Figure S1B). Subunits of the CoREST (REST corepressor 1) and mSin3 complexes were also detected (Figure S1B). HDAC2 co-immunoprecipitation followed by western blot analysis of CHD3, CHD4, CHD5, MTA1, MTA2, and Rbbp7 confirmed the findings of mass spectrometry analysis and revealed that the association of CHDs with HDAC2 changed according to developmental stage (Figures 1A and 1B). While CHD4 co-immunoprecipitated with HDAC2 at E12.5 and E15.5, CHD3 and CHD5 were not detected at E12.5 and became part of the NuRD complex at later stages of cortical development. CHD3 co-immunoprecipitated with HDAC2 at both E15.5 and E18.5, whereas CHD5 was detected predominantly at E18.5. Importantly, co-immunoprecipitation experiments confirmed mutually exclusive occupancy of CHD3, CHD4, and CHD5 within NuRD complexes (Figure 1C). Glycerol gradient analysis performed on E15.5 cortices indicated that 78% of CHDs co-sediment as a complex in fractions that also contain the NuRD subunits MTA1, MTA2, and Mbd3 (Figures 1D and S1C). Taken together, these results indicate that the composition of NuRD complex changes during cortical development and that CHD3, CHD4, and CHD5 occupancy within the complex is mutually exclusive.

### CHDs Are Developmentally Regulated in the Cortex

The mouse cortex is formed between E11 and E18 in a characteristic inside-out manner, with deep layers (layers IV–VI) generated first and more superficial layers (layers II and III) generated later (Florio and Huttner, 2014). Neurons that will eventually occupy the external layers of the cortex must migrate through the deeper layers in order to reach their final location. During migration and laminar formation, neurons mostly maintain the molecular properties acquired at early stages, although their laminar identity is further specified by postmitotic factors that contribute to the establishment of mature neuronal identity (Kwan et al., 2012). To investigate the expression of CHDs at different stages of cortical development, mouse cortices were dissected at E12.5, E15.5, and E18.5 and subjected to qRT-PCR and western blot analyses (Figures S2A and S2B). At E12.5, CHD3 and CHD5 were expressed at relatively low levels that increased at E15.5 and E18.5. In contrast, CHD4 expression remained constant throughout development. Immunostaining of coronal sections confirmed that CHD4 was the only CHD detected at E12.5, with strong expression observed in NPCs (Figure S2C). At later stages (E15.5 and E18.5), CHD3 and CHD5 were also expressed and found in differentiated neurons of the nascent cortical plate (CP), where they co-localized with the deep layer neuronal marker Ctip2 (Figures S2C and S3). A similar expression pattern was observed when neural progenitors isolated from E14.5 rat cortices were differentiated in vitro and immunostained for CHDs and either nestin, a marker of NPCs, or the neuronal marker MAP2 (Figures S4A and S4B). Co-immunoprecipitation experiments confirmed that HDAC2 and the core NuRD subunit MTA2 mostly interact with CHD4 in NPCs, whereas differentiation correlates with a decline in CHD4 interaction and association of both CHD3 and CHD5 (Figures S4C and S4D). Thus, the ATPase activity of NuRD is mostly mediated by CHD4 in NPCs, whereas this function is largely provided by CHD3 and CHD5 at later differentiation stages. Given that the occupancy of CHDs within the NuRD complex is mutually exclusive (Figure 1C), a possible interpretation of these findings is that the coexistence of distinct NuRD complexes within neurons may be necessary to regulate diverse molecular functions.

### Deletion of CHD4 Causes Premature Cell-Cycle Exit of NPCs and Depletion of Intermediate Progenitor Cells

To investigate the role of CHDs during cortical development, we first analyzed the cortex of mice carrying a conditional mutation of the CHD4 gene (Williams et al., 2004). CHD4 floxed mice were crossed with transgenic mice carrying CRE recombinase under the control of the nestin promoter, which results in deletion of CHD4 in the nervous system from early embryonic stages (Dubois et al., 2006). Most mice lacking CHD4 (CHD4^fl/fl^/nestin-CRE) died at birth and at E18.5 the brain was significantly smaller than control littermates (CHD4^fl/fl^ and CHD4^WT/WT^/nestin-CRE; Figure 2A), showing remarkable reduction of cortical thickness (Figure 2B). Although TUNEL staining performed at both E13.5 and E16.5 showed no increase in cell death in CHD4^fl/fl^/nestin-CRE cortices compared to control littermates (Figures 2C and 2D), we observed a reduction of the number of cells expressing the proliferation marker Ki67 (Figures 2F and 2G). EdU (5-ethynyl-2’-deoxyuridine) labeling coupled with Ki-67 immunostaining revealed that in CHD4^fl/fl^/nestin-CRE cortices, NPCs prematurely exited the cell cycle (Figures 2F and 2G), and this event was associated with increased apoptosis at E18.5 (Figure 2E). Thus, in cortices lacking CHD4, a proportion of NPCs precociously exit the cell cycle, fail to differentiate, and die.

Progenitor cells, such as radial glia (RG) and apical progenitors (APs), are located in the VZ and express the transcription factors Pax6 and Sox2 (Götz et al., 1998, Graham et al., 2003). To study whether deletion of CHD4 affected NPC number, cortices of CHD4^fl/fl^/nestin-CRE mice and control littermates were immunostained for Pax6 and Sox2. At E13.5 and E16.5, the number of cells expressing Pax6 in the VZ was unchanged (Figures 3A and 3B), whereas at E16.5, the number of Sox2-expressing cells was slightly increased (Figure 3C). However, when Pax6 and Sox2 immunostaining were combined with a 2 hr EdU pulse, it revealed a significant reduction in the number of actively proliferating apical progenitors in CHD4^fl/fl^/nestin-CRE mice (Figures 3B and 3C). RG and APs divide at the apical surface and give rise to neurons as well as another neuronal progenitor cell type called intermediate progenitor cells (IPCs, also known as basal progenitors) (Noctor et al., 2004). IPCs divide in a basal position within the VZ and subventricular zone (SVZ) and express the transcription factor Tbr2 (also known as EOMES) (Englund et al., 2005). In lissencephalic rodents, IPCs represent the principal neurogenic cells and are considered to be responsible for the amplification of neuronal cell number that drove cortical expansion during evolution (Martínez-Cerdeño et al., 2006). To investigate whether CHD4 influences IPC number, cortices of CHD4^fl/fl^/nestin-CRE mice were immunostained for Tbr2 and analyzed using confocal microscopy. In the absence of CHD4, the number of Tbr2-expressing cells was reduced at E13.5 and E16.5 (Figures 3A and 3D), and EdU pulse experiments demonstrated a striking reduction of proliferating Tbr2-positive IPCs at E16.5 (Figure 3D). Because symmetric division of IPCs is necessary for the expansion of neuronal output their depletion may account for the cortical thinness observed in CHD4^fl/fl^/nestin-CRE mice.

### Deletion of CHD4 Alters Cortical Lamination

To ask how IPC depletion affected the formation of cortical layers we analyzed a number of markers specific for either upper (II and III) or deeper (IV–VI) layer neurons. E18.5 CHD4^fl/fl^/nestin-CRE and control cortices were immunostained for upper (SATB2 and Cux1) (Alcamo et al., 2008, Britanova et al., 2008, Nieto et al., 2004) or deeper (Tbr1 and Ctip2) (Arlotta et al., 2005, Hevner et al., 2001) layer-specific markers. In the absence of CHD4, the number of neurons expressing Tbr1 and Ctip2 was unchanged (Figures 3E and 3F). In contrast, upper layer thickness and the number of neurons expressing SATB2 and Cux1 were greatly reduced (Figures 3E and 3F). Although IPCs generate neurons that populate all cortical layers (Sessa et al., 2008), they are the most abundant cell type in the SVZ, which develops between E13 and E15, at a time when deeper layer neurons are already generated. Thus, in CHD4^fl/fl^/nestin-CRE mice IPC depletion in the SVZ severely and specifically affects the formation of the upper layers of the cortex.

### CHD3, CHD4, and CHD5 Regulate Distinct Aspects of Neural Radial Migration

Contrary to CHD4, CHD3, and CHD5 expression is very low in neural progenitors and increases steadily during the late stages of neurogenesis, when neurons migrate radially to populate the CP (Figure S2). In the developing cortex, CHD3 and CHD5 show similar, albeit not entirely overlapping, expression profiles. CHD3 is expressed in neurons that have reached the CP, whereas CHD5 was also detected in the SVZ (Figure S2C). To ask whether CHD3 and CHD5 influence specific aspects of neuronal differentiation and radial migration, we employed the in utero electroporation technique. We tested the suitability of this approach by comparing the defects observed in the cortex of CHD4^fl/fl^/nestin-CRE mice with CHD4^fl/fl^ embryos subjected to in utero electroporation using either empty vector (EV) or CRE-containing vector. Brains were electroporated at E14.5 and Tbr2 expression was analyzed 24 hr later. Electroporation with the CRE vector resulted in a striking reduction of Tbr2-positive cells comparable to CHD4^fl/fl^/nestin-CRE mice (Figures S5A and 3D). Similarly, electroporation of E14.5 brains with a CHD4-specific small hairpin RNA (shRNA) decreased both NPC proliferation and the number of IPCs (Figures S5B–S5D) compared to control shRNA (shCTL). Next, we performed in utero electroporation at E13.5 using shRNA targeting either CHD5 or CHD3 (shCHD5 and shCHD3, respectively), shCTL, or an EV (Figure 4). Potential non-specific effects were ruled out by co-electroporation of rescue vectors encoding human CHD5 and CHD3. Five days after electroporation, cortices were dissected and neural migration was assessed by counting the number of GFP expressing cells that had reached the CP. NPCs are electroporated in the VZ, exit the cell cycle and migrate radially crossing the SVZ and IZ to reach their final position in the CP. Most neurons electroporated with shCHD5 accumulated within the IZ and failed to reach the CP, whereas these defects were absent in brains electroporated with EV or shCTL and were completely rescued by co-electroporation with hCHD5 (Figure 4A). Newly generated postmitotic neurons are initially multipolar and transiently grow a variable number of immature neurites. This phase precedes the establishment of neuronal polarity that is essential for radial migration (Barnes and Polleux, 2009). To test whether abnormal neuronal polarization was responsible for the defects of radial migration, we analyzed the morphology of postmitotic neurons within the SVZ of embryos electroporated with shCTL or shCHD5. Lack of CHD5 resulted in the accumulation of multipolar neurons within the IZ (Figure 4B), suggesting that CHD5 contributes to the establishment of neuronal polarity.

Because CHD3 is confined to postmitotic, differentiated neurons (Figures S2C and S4B), we reasoned that it may influence the late stages of cortical development. E13.5 embryos were electroporated with EV, shCTL, shCHD3, or shCHD3 + hCHD3 and after 5 days, cortices were immunostained for GFP and CHD3. Knockdown of CHD3 induced a delay of neuronal migration, with a significant number of cells retained in the deeper layers (IV–VI) and fewer neurons reaching the upper layers (II and III) of the cortex (Figure 4C). Similarly to CHD5, multipolar cells accumulated in the deeper layers of the CP (Figure 4D), suggesting that also in this case abnormalities of neuronal polarity may contribute to radial neural migration defects. When brains of CHD4^fl/fl^ mice were electroporated with EV or vector expressing CRE, radial migration and neuronal polarity were not affected (Figure S5E). These findings show that CHD3, CHD4, and CHD5 have non-overlapping roles during cortical development and further support the hypothesis that they are part of distinct NuRD complexes.

### CHD3 and CHD5 Differentially Regulate Cortical Layer Specification

Neuronal differentiation, radial migration and laminar identity are known to be co-regulated processes (Kwan et al., 2012). It is therefore possible that CHD5 and CHD3 influence the transcription of genes that control both neural migration and layer positioning. We first investigated whether the early defects of neural radial migration in neurons lacking CHD5 depended on abnormal differentiation of NPCs. Brains electroporated with EV, shCTL, shCHD5, or shCHD5 + hCHD5 were immunostained for the neural progenitor markers Pax6 and Ki67. In contrast to published data (Egan et al., 2013), we did not find that knockdown of CHD5 caused persistent expression of progenitor markers (Figures S5F and S5G). Instead, in brains electroporated with shCHD5, a remarkable number of neurons that did not migrate toward the CP expressed the upper layer markers Cux1 and SATB2 (Figures 5A and 5B). Because these neurons never reach layers II to III, they give rise to an ectopic layer located beneath the CP.

We next asked whether the defects of late neural radial migration caused by inhibition of CHD3 are coupled with abnormalities of laminar identity. E13.5 embryos were electroporated with shCHD3 or control vectors and after 5 days, brains were immunostained for the layer-specific markers Tbr1, Sox5, Brn2, and Cux1. Neurons lacking CHD3 were more likely to express Tbr1 and Sox5 (Figures 5C and 5D), which are transcription factors that regulate laminar positioning and differentiation of deeper cortical layers (Hevner et al., 2001, Lai et al., 2008), whereas a lower number of neurons expressed the upper layer markers Brn2 and Cux1 (Dominguez et al., 2012, Nieto et al., 2004) (Figures 5E and 5F). Thus, despite being largely co-expressed, deletion of CHD5 or CHD3 results in strikingly different cortical defects. CHD5 is necessary during early radial migration and does not affect the expression of laminar-specific markers. In contrast, CHD3 promotes late neural radial migration and layer specification, implicating that it may influence the expression of genes that couple radial migration with laminar identity.

### Non-Redundant Functions of CHD3, CHD4, and CHD5 during Cortical Development

We reasoned that if CHD3, CHD4, and CHD5 regulate non-overlapping aspects of cortical development, the abnormalities observed in brains lacking one of them should not be reverted by co-expression of a rescue vector encoding another. First, we confirmed that mCHD4, hCHD3, and hCHD5 rescue constructs were expressed in cells transfected with shCHD3 or shCHD5. Overexpressed CHDs were easily detected in postmitotic neurons depleted of either CHD5 or CHD3 (Figures 4A, 4C, and S6A–S6C) and were incorporated within NuRD complexes under these conditions (Figure S6D). We used cortices depleted of CHD3 or CHD5, because these proteins are more likely to be functionally redundant due to a similar pattern of expression (Figure S2C). In brains co-electroporated with shCHD5 and either hCHD3 or mCHD4, the number of neurons that reached the CP (Figures 6A, 6C, and 6D) and ectopic expression of the upper layer markers SATB2 and Cux1 (Figures 6A and 6B) were comparable to neurons electroporated with shCHD5 alone. When similar experiments were performed in brains electroporated with shCHD3, expression of mCHD4 did not rescue the neural radial migration defects (Figures 6E and 6G) or change the number of cells expressing Cux1 and Tbr1 (Figures 6E and 6F). Moreover, co-electroporation of shCHD3 and hCHD5 did not influence the number of neurons expressing Cux1 or Tbr1 (Figures 6E and 6F), whereas radial migration defects were rescued under these conditions (Figures 6E and 6H), suggesting that CHD5 may provide functional compensation in regards to neuronal migration. Thus, CHD3, CHD4, and CHD5 have distinct and mostly non-redundant functions during cortical development that depend on their mutually exclusive inclusion within NuRD complexes.

### CHD Subunits Are Recruited to Distinct Gene Promoters

First, we analyzed the transcriptional profile of the developing cortex by performing microarray analysis of mRNA purified from E12.5, E15.5, or E18.5 cortices (mouse WG-6 v2.0 expression BeadChip Illumina, n = 4 for condition). 

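In the microarray experiment, labeled cortical RNA was hybridized to a BeadChip, on which bead-bound probes each report the abundance of 1 transcript as a fluorescence intensity. The experiment comprised 12 arrays, 4 each at E12.5, E15.5 and E18.5, with a signal and a detection p-value for each of 45281 probes. The replicates of a stage are labeled as separate samples, but neither the labels nor the paper's text says whether each is 1 embryo, 1 litter or a pool (the supplemental procedures were not used here), so p-values measure the spread between these samples, and 4 arrays per stage limit the precision. The authors deposited the signals and a table of processed values, which equal the quantile-normalized log2 signals with no background correction (largest difference 5.00e-09). Here the signals were background-corrected from the detection p-values (neqc, offset 16), quantile normalized and log2 transformed. Probes with a detection p-value under 0.01 on at least 1 array were tested, which were 19652 (43.4% of all). Of these, 16803 carry 1 gene symbol and represent 10662 genes. Stages were compared with limma, with Benjamini-Hochberg adjustment within each of 3 comparisons, and a probe was called at an adjusted p under 0.01 and a fold change of at least 2. Omitting the background correction lowers the number of called probes from 6011 to 3629. For a gene not detected on any array of 1 of the stages compared, only a bound on the fold change is given. It sets the mean of the brighter stage against the mean, over the arrays of the dimmer stage, of the higher of the lowest signal among detected probes and the signal of the probe itself.
Median signals were 86.1 to 88.4 per array at E12.5 (median of the stage 87.3), 88.8 to 93.3 at E15.5 (89.4) and 94.97 to 99.3 at E18.5 (96.4). The number of detected probes per array was 15503 to 16003, 15227 to 16219 and 16194 to 17472 in the same order. Across tested probes, which are not independent replicates, Pearson's r between arrays of a stage was 0.979 to 0.994 at E12.5, 0.989 to 0.995 at E15.5 and 0.991 to 0.995 at E18.5. In a principal component analysis, the first component held 79.0% of the variance and ordered the stages by age. On this component, E12.5 replicates 1 to 3 lay at -91.6 to -88.2, E12.5 replicate 4 at -53.4, the E15.5 arrays at -8.89 to 7.39 and the E18.5 arrays at 78.1 to 81.8. The mean r of E12.5 replicate 4 with the E15.5 arrays was 0.970, against 0.927 to 0.935 for the other E12.5 arrays.

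**Figure D1:**
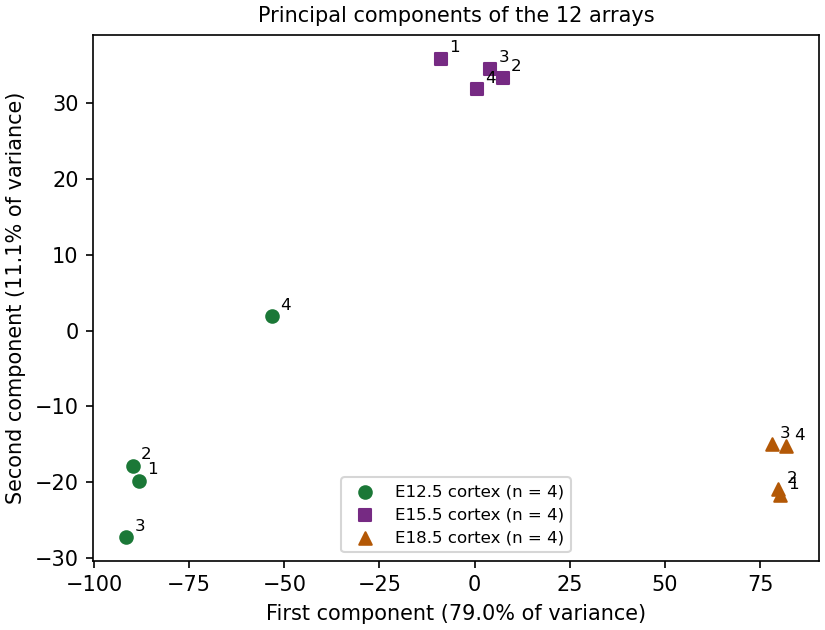
First and second principal components of the 19652 tested probes, in percent of variance (79.0% and 11.1%), with 1 point per array and 1 symbol per stage. The stages are separated along the first component, and E12.5 replicate 4 lies at -53.4, between the other E12.5 arrays and the E15.5 arrays.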

30,869 transcripts were identified, 3,627 of which (corresponding to 2,835 genes) were differentially expressed during development (fold change of ±2 coupled with a false discovery rate [FDR] < 0.01) (Figures S7A and S7B; Table S2). 

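Among genes detected on all arrays of both stages whose values did not overlap between the stages, Rbfox1, a regulator of splicing, had the largest rise between E12.5 and E15.5, 9.60-fold (log2 fold change 3.26, SE 0.46, n = 4 arrays per stage). It was followed by Jakmip1 (9.47-fold), Tiam2 (9.39-fold), an exchange factor for Rac, Mapt (9.22-fold), which encodes the microtubule-associated protein tau, and Sybu (9.06-fold), an adaptor of kinesin, with SEs of 0.42 to 0.46 and adjusted p = 2.91e-05 to 5.25e-05 for all 5 genes. These 5 transcripts were already higher on E12.5 replicate 4 than on the other E12.5 arrays, Mapt for example at 11.19 against 8.69 to 8.82 on the log2 scale. Without this array, their log2 fold changes were 3.80 to 3.93. Of the same genes, the embryonic globin Hba-x had the largest fall, 11.5-fold (log2 fold change -3.53, SE 0.23, n = 4 arrays per stage), before Sulf1 (11.4-fold), an extracellular sulfatase, Hbb-y (8.18-fold), Wfdc2 (7.08-fold), and Wnt8b (6.74-fold), a Wnt ligand, with adjusted p = 2.89e-07 to 4.35e-06. Among genes not detected at 1 of the stages, Zfp385b was at least 2.48-fold, Nrip3 at least 2.37-fold and Grp, which encodes gastrin-releasing peptide, at least 2.28-fold higher at E15.5, and the globin Hbb-bh1 at least 18.9-fold, Ebf2, a transcription factor, at least 6.51-fold and Fgf17, a fibroblast growth factor, at least 6.29-fold lower. Between E15.5 and E18.5, Olig1, a transcription factor of the oligodendrocyte lineage, rose 28.8-fold (log2 fold change 4.85, SE 0.28, n = 4 arrays per stage), followed by Grin3a (21.5-fold), a subunit of NMDA receptors, Caln1 (11.4-fold), Tafa2 (9.83-fold), and Kndc1 (8.57-fold), with adjusted p = 3.18e-10 to 2.71e-07. The histone gene H3c7 fell 8.39-fold (log2 fold change -3.07, SE 0.13, n = 4 arrays per stage), before Dmrt3 (8.08-fold), Rhbdl3 (7.44-fold), H3c6 (7.06-fold), and Neurog2 (6.24-fold), a proneural transcription factor, with adjusted p = 3.23e-10 to 1.88e-08. Another H3c7 probe was lower at E15.5 than at E12.5 (adjusted p = 3.40e-05) and was detected on 0 arrays at E15.5 and 0 at E18.5, so it gives no fold for the later interval (adjusted p = 0.857). Nts, which encodes neurotensin, was at least 26.0-fold higher at E18.5, Pdgfra, a receptor of oligodendrocyte precursors, at least 7.83-fold and Nrgn, which encodes neurogranin, at least 6.48-fold, and Hbb-y at least 34.5-fold, Hba-x at least 5.13-fold and Wnt3a, a Wnt ligand, at least 4.71-fold lower. From E12.5 to E18.5, Tafa2 rose 29.0-fold (log2 fold change 4.86, SE 0.26, n = 4 arrays per stage), followed by Gucy1a1 (28.3-fold), a subunit of soluble guanylate cyclase, Mef2c (27.8-fold), a transcription factor, Mapt (27.8-fold), and Syt16 (24.4-fold), with adjusted p = 5.49e-10 to 2.75e-07. Without E12.5 replicate 4, the log2 fold change from E12.5 to E18.5 was 5.41 for Mapt, against 4.80 with it, and 5.21 for Syt16, against 4.61. Dmrt3 fell 25.1-fold (log2 fold change -4.65, SE 0.18, n = 4 arrays per stage), before Wfdc2 (21.6-fold), Tcf7l1 (17.4-fold), a transcription factor of the Wnt pathway, H3c7 (15.4-fold), and H2ac21 (15.1-fold), with adjusted p = 4.21e-11 to 1.68e-10. The probes of H3c7, H3c6 and H2ac21 are uncertain, since histone genes have near-identical copies. Grin3a was at least 32.5-fold higher at E18.5 than at E12.5, Nts at least 26.2-fold and Slco1c1, a transporter of thyroid hormone, at least 14.6-fold, and Hbb-y at least 282-fold, Hba-x at least 59.1-fold and Hbb-bh1 at least 21.5-fold lower. Without background correction, 100 of 345 fold changes of 115 genes, those named in the text among them, moved by over 1.5 times, as for Wnt8b, with a log2 fold change of -2.12 between E12.5 and E15.5 in place of -2.75, and 0 turned direction. Of the genes named so far, Hbb-y, Olig1, Mef2c, Wfdc2, Tiam2, Sybu, Syt16, Rbfox1 and Mapt had a value on E12.5 replicate 4 that stood far from the other E12.5 arrays, as did the values of Zfp385b on E15.5 replicate 1, Tafa2 on E18.5 replicate 2 and Mef2c on E18.5 replicate 3.
In all, 6011 of the 19652 tested probes (30.6%), which represent 3756 genes, were called in at least 1 comparison. Between E12.5 and E15.5, 1323 probes were higher and 1041 lower at the later stage, for 1556 genes. Between E15.5 and E18.5, 1367 probes were higher and 949 lower at the later stage, for 1498 genes. Between E12.5 and E18.5, 2988 probes were higher and 2545 lower at the later stage, for 3488 genes. For 16 genes, probes were called in opposite directions within a comparison. The change differed between the intervals, by the limma contrast of one against the other, for 3500 probes. Later-stage values were the higher ones for 56.0%, 59.0% and 54.0% of the called probes in the same order of comparisons, and for 67.9%, 68.7% and 67.0% with median scaling, which moved the median log2 fold change of all tested probes between E12.5 and E18.5 from -0.07 to 0.13. With a minimum of 1.5-fold they were 50.5%, 53.9% and 49.9%, and with no minimum fold 50.0%, 48.3% and 47.4%, so higher values were not the majority in the last comparison with either, nor in the second with no minimum fold. Members of gene lists were counted at an adjusted p under 0.01 with no minimum fold, which 8535, 8113 and 12454 of the 19652 tested probes passed in the same order. Of 6 choroid plexus genes, 5 were lower at E15.5 than at E12.5, 1 was lower at E18.5 than at E15.5 and 6 were lower at E18.5 than at E12.5, and none was higher. Their camera tests gave adjusted p = 0.0103, 0.173 and 0.0195, and adjusted p = 0.359, 0.637 and 0.409 with an estimated correlation. Ttr, the thyroid hormone carrier of the choroid plexus, fell by 4.81 on the log2 scale between E12.5 and E15.5 (SE 1.14, adjusted p = 0.00269). It was 13.42 on E15.5 replicate 4 against 7.00 to 7.12 on the other E15.5 arrays, and without that array the change was -6.40. Without E15.5 replicate 1 or replicate 3, its adjusted p was 0.0101 and 0.0107, with no detection filter 0.0101 and with an intensity trend and robust estimation 0.0135. Of 3 globins of primitive erythroid cells, 3, 2 and 3 were lower in the same order of comparisons (adjusted p = 0.00371, 0.0274 and 0.0114, and adjusted p = 0.289, 0.326 and 0.296 with an estimated correlation).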

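Gene lists, thresholds, the design and the alternatives other than those named as added were fixed before the deposited data were examined, but with part of the paper's Table S2, which holds its results on these arrays, already seen. Of 32 tested cell cycle genes, 31 were lower at E15.5 than at E12.5 (32 when adjusted over the list alone), 29 were lower at E18.5 than at E15.5, and 32 were lower at E18.5 than at E12.5. None was higher. Mcm3, a subunit of the replicative helicase, had a log2 fold change of -3.54, SE 0.14, adjusted p = 1.42e-10 from E12.5 to E18.5, Birc5, a component of the chromosomal passenger complex, -3.43, SE 0.13, adjusted p = 8.86e-11, and Cdc6, a licensing factor of replication, -3.41, SE 0.10, adjusted p = 1.96e-11. The list's median log2 fold change, with bounds in place of values for undetected stages, was -1.13, -1.82 and -3.03, and its camera test gave adjusted p = 5.17e-14, 2.16e-14 and 5.91e-14, or adjusted p = 0.289 with an estimated correlation in each comparison. Of 14 apical progenitor genes, 11, 11 and 12 were lower in the same order of comparisons (adjusted p = 0.00114, 6.50e-05 and 0.000276, and adjusted p = 0.289 with an estimated correlation in each). From E12.5 to E18.5, Hes1, an effector of Notch signaling, had a log2 fold change of -3.09, SE 0.13, adjusted p = 1.84e-10, and Prom1, which encodes an apical membrane glycoprotein, -3.27, SE 0.12, adjusted p = 7.55e-11. Slc1a3, a glutamate transporter of radial glia and astrocytes, was the 1 member that rose, by 1.05 to E15.5 (adjusted p = 4.59e-06) and by 1.33 to E18.5 (adjusted p = 6.01e-08). Between E15.5 and E18.5 its log2 fold change was 0.29 (adjusted p = 0.0326). Its adjusted p for that interval was 0.00769 without E12.5 replicate 3, 0.00558 with cyclic loess, 0.00638 with array weights and 0.00530 with only the stages compared in the fit. Of 7 intermediate progenitor genes, 2 were higher and 1 lower at E15.5 than at E12.5 (adjusted p = 0.441), 7 were lower at E18.5 than at E15.5 (adjusted p = 0.000183) and 6 were lower at E18.5 than at E12.5 (adjusted p = 0.0229), with adjusted p = 0.601, 0.187 and 0.289 with an estimated correlation. Insm1 and Neurod4, transcription factors of newborn neurons and their precursors, rose by 1.38 and 1.59 on the log2 scale to E15.5 and then fell by 1.00 and 2.27 (adjusted p of the difference between intervals 5.25e-05 and 4.89e-06). Without E12.5 replicate 4, Insm1 was also higher at E18.5 than at E12.5, with a log2 fold change of 0.58 (adjusted p = 7.57e-05).
Of 16 synaptic genes, 15 were higher and 1 lower at E15.5 than at E12.5, 12 higher (13 when adjusted over the list alone) and 1 lower at E18.5 than at E15.5, and 15 higher and none lower at E18.5 than at E12.5 (adjusted p = 1.75e-05, 6.50e-05 and 8.50e-06, and adjusted p = 0.296, 0.296 and 0.289 with an estimated correlation). From E12.5 to E18.5, Syt1, the calcium sensor of synaptic vesicles, rose by 4.06 (SE 0.24, adjusted p = 4.25e-09), Grin2b, a subunit of NMDA receptors, by 4.10 (detected on 1 E12.5 array) and Camk2b, a calmodulin-dependent kinase, by 5.85 (detected on 3 E12.5 arrays, 6.61 without E12.5 replicate 4). The members that fell were Camk2a, at least 1.48-fold lower at E15.5, and Slc17a6, a vesicular glutamate transporter, with -0.57 between E15.5 and E18.5. These 2 genes and Slc1a3 were named after their values were seen, outside the rule for named genes. On E12.5 replicate 4, Grin2b, Camk2b, Dlx1, Sst, Gad1, Ldb2, Sox5 and Dclk1 were far above the other E12.5 arrays. Of 9 interneuron genes, 8, 5 and 9 were higher at the later stage and none was lower (adjusted p = 0.00114, 0.00505 and 0.000464, and adjusted p = 0.326, 0.359 and 0.320 with an estimated correlation). From E12.5 to E18.5, Dlx1, a transcription factor of interneuron precursors, rose by 5.21, Sst, which encodes somatostatin, by 5.39, and Gad1, an enzyme of GABA synthesis, by 5.08. Each was detected on 1 E12.5 array, replicate 4, without which only bounds are left, of at least 4.91, 5.08 and 4.44 on the log2 scale. Dlx1 was at 8.02 on E12.5 replicate 4 against 4.58 to 4.66 on the other E12.5 arrays. Without this array, 9 in place of 5 members were higher at E18.5 than at E15.5. Of 10 deep-layer genes, 7 were higher and 1 lower at E15.5 than at E12.5, 3 higher and 2 lower at E18.5 than at E15.5, and 8 higher at E18.5 than at E12.5 (adjusted p = 0.0145, 0.419 and 0.0174, and adjusted p = 0.359, 0.783 and 0.359 with an estimated correlation). Ldb2 rose by 3.67 from E12.5 to E18.5 (adjusted p = 2.44e-09), whereas Etv1, a transcription factor of layer V, fell by 0.65 to E15.5 and then rose by 2.02 (adjusted p of the difference between intervals 4.44e-06). With the values of its probes averaged, the fall of Etv1 did not pass (-0.13, adjusted p = 0.114). The count of 2 lower members was 1 without any 1 of the E15.5 or E18.5 arrays and 1 with cyclic loess, and 1 in place of 0 was lower at E18.5 than at E12.5 with no background correction. Zfpm2, higher by 1.34 at E15.5, has another probe that changed in the opposite direction (adjusted p = 0.00523), which was detected on 1 array at E12.5 and 0 at E15.5. Of 9 upper-layer genes, 5, 5 and 7 were higher (1, 2 and 3 by at least 2-fold) and none was lower (adjusted p = 0.0715, 0.0185 and 0.0185, and adjusted p = 0.326, 0.289 and 0.289 with an estimated correlation). The first of these was 0.0474 without E12.5 replicate 4 and 0.0453 without E12.5 replicate 3, 0.0169 with no detection filter and 0.0376 with array weights. In alternatives added after the data were seen, it was 0.0440 without E12.5 replicate 4 and E15.5 replicate 4 and 0.0170 with the authors' processed values and no detection filter. Further, 3 in place of 5 members were higher at E18.5 than at E15.5 without E15.5 replicate 1, E15.5 replicate 4 or E18.5 replicate 1. Pou3f1 rose by 4.30 from E12.5 to E18.5 (adjusted p = 2.82e-07, detected on 3 E12.5 arrays). Cux1 had a log2 fold change of -0.27 between E12.5 and E15.5 (adjusted p = 0.149), while 2 of its other probes gave -1.12 and -1.07, each detected on 4 E12.5 arrays but on only 1 E15.5 array, and with its probes averaged, dim ones included, the change was -0.74 (adjusted p = 0.000374). Of 13 radial migration genes, 9 were higher and 3 lower at E15.5 than at E12.5, 5 higher and 4 lower at E18.5 than at E15.5, and 8 higher and 5 lower at E18.5 than at E12.5 (adjusted p = 0.0338, 0.835 and 0.290, and adjusted p = 0.326, 0.915 and 0.601 with an estimated correlation). The first of these tests gave 0.0535 with the probes of a gene averaged. In the second, the median was 0.43 and the mean -0.03. From E12.5 to E18.5, Dcx, the microtubule-associated doublecortin, rose by 2.73 (SE 0.25, adjusted p = 2.89e-07) and Dclk1 by 3.09, while Nde1, a regulator of dynein, fell by 2.95. Dclk1 on E15.5 replicate 1 and Nde1 on E18.5 replicate 1 stood apart from the other arrays of their stage. Counts adjusted over the list alone are the same as those given except where stated. Of 37 list and comparison pairs past an adjusted p of 0.05 by camera among 75, none passed with an estimated correlation (lowest adjusted p = 0.0790).

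**Figure D2:**
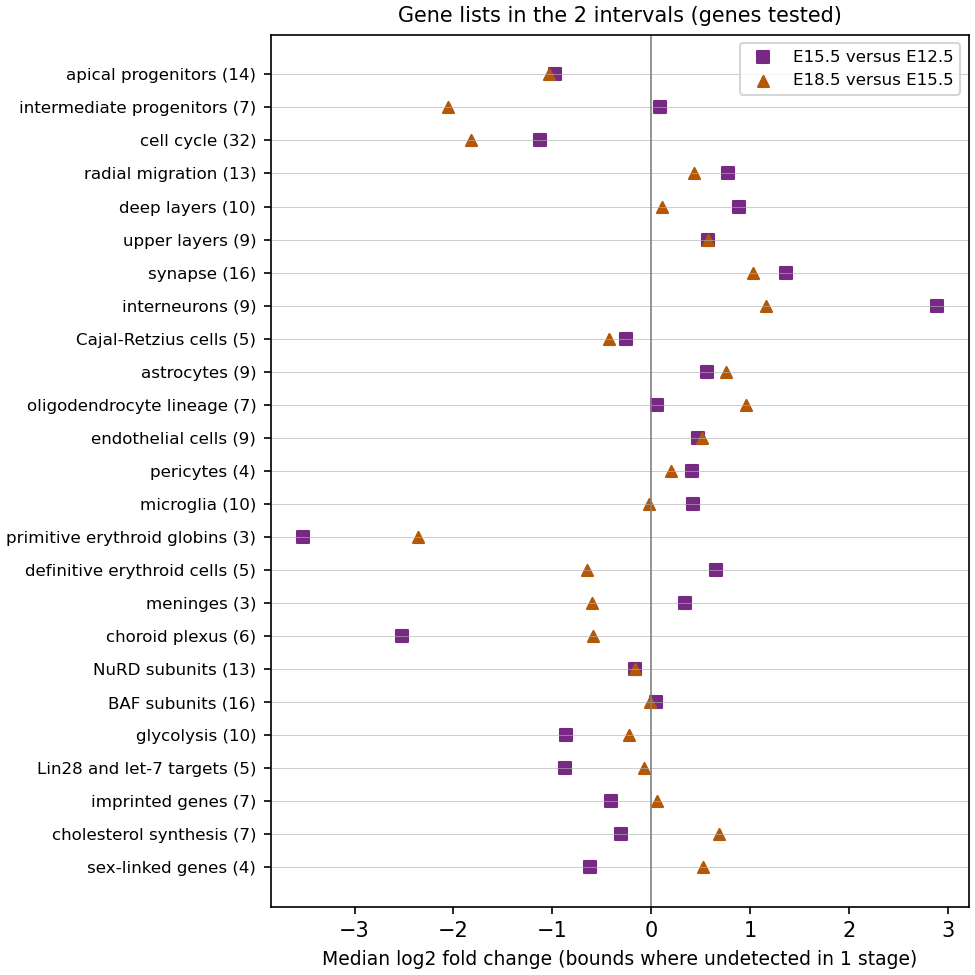
Median log2 fold change of the tested genes of 25 gene lists (number tested in parentheses) between E12.5 and E15.5 (squares) and between E15.5 and E18.5 (triangles), with bounds for genes undetected in 1 of the stages. Cell cycle genes lie at -1.13 and -1.82, and synaptic genes at 1.37 and 1.03.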

The transcription factors Sox2, Pax6, and Tbr2 were of particular interest, as they were developmentally regulated (Figure S7C). 

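Sox2 (probe ILMN_2656102) had normalized log2 intensities of 9.80 ± 0.21 at E12.5, 8.78 ± 0.26 at E15.5 and 8.15 ± 0.10 at E18.5 (SD, n = 4 arrays per stage). It fell by 1.01 on the log2 scale between E12.5 and E15.5 (SE 0.13, adjusted p = 2.91e-05 from limma) and by 0.63 between E15.5 and E18.5 (SE 0.13, adjusted p = 0.00129), 3.13-fold in all. A second probe gave -1.34 (adjusted p = 0.00234) and -0.61 (adjusted p = 0.114). Pax6 (probe ILMN_2504978) was at 6.64 ± 0.70 at E12.5, 5.59 ± 0.27 at E15.5 and 4.89 ± 0.27 at E18.5, detected on 4, 1 and 0 of the 4 arrays of each stage in that order. It fell between E12.5 and E15.5 (-1.05, SE 0.27, adjusted p = 0.00513), had an adjusted p of 0.0462 between E15.5 and E18.5, where no fold is given because it was undetected at E18.5, and was at least 2.06-fold lower at E18.5 than at E12.5 (adjusted p = 5.75e-05). Tbr2, named Eomes on the array (probe ILMN_1251446), was at 9.78 ± 0.34 at E12.5, 10.22 ± 0.24 at E15.5 and 8.16 ± 0.47 at E18.5. Its log2 fold change was 0.44 between E12.5 and E15.5 (SE 0.22, adjusted p = 0.109), and it fell by 2.05 between E15.5 and E18.5 (SE 0.22, adjusted p = 4.02e-06), 4.15-fold. By this Eomes probe, the changes in the intervals differed (adjusted p = 0.000358). For Sox2 and Pax6 the difference between the intervals had adjusted p = 0.227 and 0.607. The value for Pax6 decides nothing, since Pax6 was undetected at E18.5 and its later fall cannot be measured. A dimmer Eomes probe fell in both intervals, with -0.47 (adjusted p = 0.00530) and -1.29 (adjusted p = 1.38e-06), so the probes disagree before E15.5. For this dimmer probe the difference between the intervals did not pass (adjusted p = 0.0107). The Eomes value of E15.5 replicate 2, 10.57, stood apart from 10.06 to 10.12 on the other E15.5 arrays. The fall of Pax6 before E15.5 did not pass without E12.5 replicate 3 (adjusted p = 0.0179), E12.5 replicate 4 (0.0145), E15.5 replicate 1 (0.0112), E15.5 replicate 3 (0.0113) or E15.5 replicate 4 (0.0191). It also did not pass with cyclic loess (adjusted p = 0.0104), array weights (0.0122), no detection filter (0.0160) or only the stages compared in the fit (0.0139), and with the last the later change passed (0.00294). With both doubted arrays (the fourth replicates of E12.5 and E15.5) left out, an alternative added after the data were seen, it was 0.0432. In all, 11 of 31 alternatives did not pass at an adjusted p of 0.01, with adjusted p of 0.00169 to 0.0589 over all of them. Those that change only the FDR or fold threshold repeat the main adjusted p and could not fail, and no background correction repeats the authors' processed values. From their regulation during development, the paper reasons that these transcription factors were of interest (Figure S7C).

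**Figure D3:**
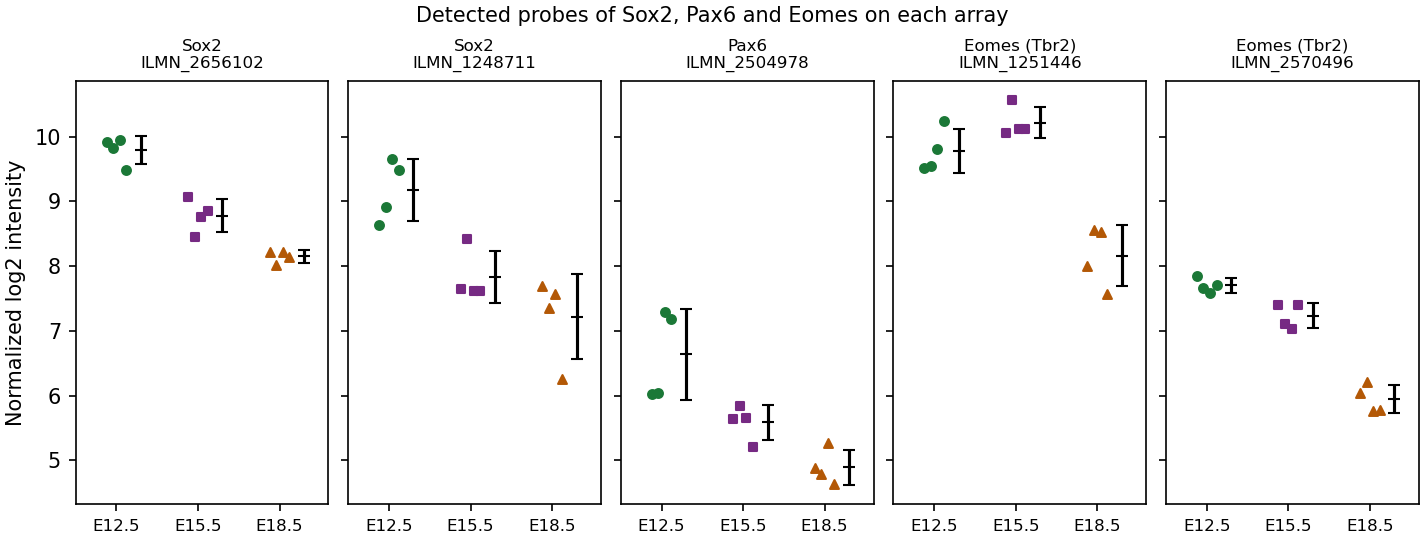
Normalized log2 intensity of the detected probes of Sox2, Pax6 and Eomes (Tbr2), 1 panel per probe, on each array at E12.5, E15.5 and E18.5 (points), with the mean and SD of the 4 arrays of a stage. The brighter Sox2 probe and the Pax6 probe are highest at E12.5 (9.80 and 6.64), and the brighter Eomes probe is lowest at E18.5 (8.16).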

Sox2 and Pax6 are both expressed in NPCs; Sox2 maintains apical progenitors in a proliferative state (Graham et al., 2003), and Pax6 regulates cell-cycle length of apical progenitors and IPC specification (Englund et al., 2005). Tbr2 is necessary for IPC proliferation and neurogenesis (Arnold et al., 2008), and ablation of either Pax6 or Tbr2 results in a substantial loss of cortical progenitors (Quinn et al., 2007, Sessa et al., 2008). To avoid potential confounding issues due to the cellular heterogeneity of the cortex, experiments were performed on NPCs maintained in vitro for 2 days or cultured in differentiating conditions for 7 days (postmitotic neurons [PMNs]) (Figure S4A). Binding of CHD subunits to *Sox*2, *Pax6*, and *Tbr2* promoters in NPCs and PMNs was assessed by chromatin immunoprecipitation (ChIP) assay. CHD4 was bound to *Sox2*, *Pax6*, and *Tbr2* gene promoters at much greater levels in NPCs than in PMNs (Figure 7A). Conversely, the recruitment of CHD3 to the same regions was higher in PMNs than in NPCs, whereas CHD5 binding remained unchanged. The switch of CHD4 to CHD3 binding correlated with transcriptional inhibition, suggesting that, at least for these genes, the role of NuRD complexes on gene expression may depend on the incorporation of specific CHD subunits. As expected, levels of Sox2, Pax6, and Tbr2 were remarkably reduced in NPCs obtained from CHD4 null mice (Figure 7B). To identify putative transcription factors that may be involved in the recruitment of CHD4-containing NuRD complexes to target genes, we investigated whether Sox2 was bound to promoters occupied by CHD4. Sox2 represented an interesting candidate, as it interacts with CHD4 in neural stem cells (Engelen et al., 2011). ChIP experiments demonstrated that similar to CHD4, Sox2 was recruited to *Sox2*, *Pax6*, and *Tbr2* promoters in NPCs, and binding was significantly reduced in PMNs (Figure 7C). Strikingly, ectopic expression of hCHD3 at E13.5 had an effect similar to ablation of CHD4 and caused a reduction of Pax6, Sox2, and Tbr2 expression in NPCs (Figure 7D), indicating that the composition of NuRD complexes may represent a mechanism by which Pax6, Sox2, and Tbr2 expression is developmentally regulated.

CHD5 and CHD3 binding was tested on the promoters of doublecortin (Dcx) and apolipoprotein E receptor 2 (ApoER2), two genes that regulate neural radial migration and cortical lamination (Francis et al., 1999, Gleeson et al., 1999, Trommsdorff et al., 1999). Enrichment of CHD5 was detected on both promoters in PMNs (Figure 7E), whereas CHD3 binding was unchanged in NPCs and PMNs. A similar result was observed when the promoter of *RhoA*, a gene that regulates numerous aspects of neuronal migration in the cortex (Cappello, 2013), was analyzed (Figure 7E). Moreover, electroporation of shCHD5, but not shCHD3, reduced Dcx and RhoA levels in migrating cortical neurons (Figure 7F). Thus, CHD3 and CHD5 exhibit specificity in regards to both recruitment to target genes and transcriptional regulation at these regions.

## Discussion

During brain development, chromatin remodeling is essential for the expression of genes that regulate the differentiation of pluripotent cells into mature neurons. A number of components of the BAF (Brg1- and Brm-associated factors) complex, for example, undergo subunit switch during neuronal differentiation, generating unique complexes that activate specific transcriptional programs (Yoo and Crabtree, 2009). In this study, we show that NuRD represents a major ATP-dependent chromatin remodeling complex in the developing mouse brain. NuRD has been increasingly linked with transcriptional regulation of genes necessary for cell differentiation and growth (Basta and Rauchman, 2015). In addition to transcriptional repression and silencing, NuRD has more complex effects on gene expression, including transcriptional activation, regulation of enhancers, and inactivation of activity-dependent genes (Shimbo et al., 2013, Yang et al., 2016). One important function of NuRD is to maintain progenitor cell populations and to inhibit the expression of pluripotency and Polycomb-regulated genes (Egan et al., 2013, Reynolds et al., 2012a, Reynolds et al., 2012b). At least nine CHDs have been identified so far, and several have been implicated in brain functions (Basta and Rauchman, 2015). CHD4, for example, induces presynaptic differentiation of cerebellar granule neurons and regulates the transcription of genes necessary for establishing synaptic connectivity and neurotransmission in Purkinje cells (Yamada et al., 2014). CHD4 has also been shown to be responsible for the inactivation of activity-dependent genes in the cerebellum, by promoting deposition of the histone variant H2A.z at these loci (Yang et al., 2016).

Most CHDs are expressed in neurons (Micucci et al., 2015); however, mass spectrometry analysis indicated that only CHD3, CHD4, and CHD5 are associated with NuRD in the embryonic cortex (Figures 1 and S1). Knockdown of CHD5 in the developing cortex induces severe defects of neural radial migration (Egan et al., 2013). In cortical neurons, depletion of CHD5 alters the expression of neuron-specific genes, transcription factors, and, surprisingly, the BAF45b subunit of the BAF complex (Potts et al., 2011), perhaps suggesting a functional link between two major chromatin remodeling complexes. We found that in the brain, CHD3, CHD4, and CHD5 undergo a developmentally regulated subunit exchange that results in the assembly of stage-specific NuRD complexes (Figure 1A). Importantly, deletion or inhibition of each CHD has distinct effects on cortical development. Conditional deletion of CHD4 induced premature cell-cycle exit of NPCs (Figures 2F and 2G) that led to a depletion of IPCs (Figure 3D) and may have contributed to the reduced size of the cortex observed in CHD4^fl/fl^/nestin-CRE mice (Figure 2A). Interestingly, CHD3, CHD4, and CHD5 are all detected in postmitotic neurons (Figure S3), yet they exert distinct and mostly non-overlapping functions. Lack of CHD5 affects the early stages of neural migration (Figure 4A) and induces ectopic expression of the upper layer markers Cux1 and SATB2 (Figures 5A and 5B), whereas CHD3 is necessary for the late stages of neural radial migration (Figure 4C) and laminar specification (Figures 5C–5F). Rescue experiments using human and mouse CHDs showed little functional redundancy among CHD3, CHD4, and CHD5 (Figure 6), indicating that intracellular expression of a CHD protein in and of itself is not sufficient to compensate for the specific developmental defects.

HDAC2 co-immunoprecipitated with all NuRD subunits; however, it should be noted that loss of HDAC2 is not expected to resemble the defects observed in cortices lacking CHD3, CHD4, or CHD5. HDAC2 is part of many nuclear complexes; therefore, its effect on gene expression is not limited to its inclusion within NuRD. Moreover, there is a significant functional redundancy between HDAC1 and HDAC2, perhaps even within the NuRD complex, which can recruit both deacetylases (Montgomery et al., 2009). In contrast, we found little functional compensation among CHD3, CHD4, and CHD5 (Figure 6); thus, inhibition of only one CHD is expected to induce defects that are distinct from loss of HDAC1 and/or HDAC2. Analysis of the remaining NuRD core subunits indicated that, in many instances, their inclusion within NuRD complexes is also developmentally regulated (Figure S1) and may undergo developmental switch. Of note, deletion of MBD3 results in cortical defects strikingly similar to the abnormalities observed in brains lacking CHD4 (Knock et al., 2015), suggesting that MBD3 and CHD4 may be part of NuRD complexes that regulate genes necessary for determining IPC number and upper layer specification. The majority (78%) of NuRD subunits co-sediment as a complex (Figures 1D and S1C); however, it is possible that at least some cortical defects depend on CHDs acting independently. CHD4, for example, interacts with the histone acetyl transferase p300 in thymocytes (Williams et al., 2004) and regulates the expression of the γ-globin gene in an MBD2-independent manner (Amaya et al., 2013). Further investigation will be needed to define whether there is an NuRD-independent role for CHDs during cortical development.

How do NuRD complexes containing different CHDs regulate the expression of specific genes? Chromatin remodeling factors usually lack sequence-specific DNA-binding ability; therefore, NuRD complexes may interact with transcription factors that mediate their targeting to regulatory elements, such as gene promoters and enhancers. In lymphocytes, NuRD interacts with the transcription factor Ikaros, which mediates NuRD recruitment to genes necessary for lymphoid differentiation (Zhang et al., 2011), and in neuroblastoma cell lines, NuRD complexes associate with Ctip2 (Topark-Ngarm et al., 2006). We found that in NPCs, the transcription factor Sox2 is recruited to promoters of CHD4-target genes and that this binding decreases upon differentiation to PMNs (Figure 7C). Since CHD4 and Sox2 interact in ESCs (Engelen et al., 2011), this represents a potential mechanism through which CHD4-containing NuRD complexes may be recruited to specific genomic loci. In addition, post-translational modifications of NuRD subunits may also influence the composition of NuRD complexes and their recruitment to chromatin.

Finally, our study highlights the potential role of NuRD complexes in establishing cortical connectivity. Mutations in a number of ATP-dependent chromatin remodeling enzymes have been associated with autism spectrum disorders, intellectual disability, and epilepsy (Neale et al., 2012, O’Roak et al., 2012, Allen et al., 2013). Further studies will be necessary to determine the role of ATP-dependent chromatin remodeling enzymes during the establishment of neuronal circuitry in early brain development and how alteration of their function contributes to neurodevelopmental defects.

## Experimental Procedures

### Animals

All animal experiments were approved by the UCL Animal Welfare and Ethical Review Body and carried out in accordance to appropriate UK Home Office licenses.

WT, nestin-CRE and CHD4^fl/fl^ conditional knockout mice were of C57BL/6J background. Nestin-CRE heterozygous mice were purchased from Jackson Laboratory (strain B6.Cg(SJL)-TgN(NesCre)1Kln). CHD4 homozygous mice were crossed with nestin-CRE heterozygous mice to obtain CHD4^fl/+^/nestin-CRE offspring. CHD4^fl/+^/nestin-CRE heterozygous mice were intercrossed with either CHD4^fl/+^/nestin-CRE heterozygous or CHD4^fl/fl^ homozygous mice to generate CHD4 null and control littermates.

### Whole-Sample Mass Spectrometry

HDAC2-containing complexes were immunoprecipitated with HDAC2 antibody, and immune complexes were eluted from the beads in elution buffer containing 0.5% Progenta anionic acid labile surfactant I (AALS I) (Protea). Samples were digested by the sequential addition of lys-C and trypsin proteases, desalted using C-18 StageTips, and fractionated online using microscale C18 reverse-phase chromatography as previously described (Wohlschlegel, 2009). Tandem mass spectrometry (MS/MS) spectra were acquired in a data-dependent manner on a Q-Exactive mass spectrometer (Thermo Fisher Scientific). Peptide identifications were generated from MS/MS spectra by searching the UniProt SwissProt (May 2010 release) protein database using the ProLuCID algorithm. Peptide identifications were filtered using DTASelect and required at least two peptides per protein and a decoy-database estimated false-positive rate of less than 5% (Elias and Gygi, 2007). NSAF values were calculated for each protein in order to determine the approximate degree of enrichment of putative HDAC2-interacting proteins (Florens et al., 2006).

### Nuclear Protein Extraction and Glycerol Gradient Co-sedimentation

Nuclear protein extraction from E15.5 cortices was carried out according to a protocol obtained from the Crabtree lab (http://crablab.stanford.edu/Protocolsneuronextra.htm). Extracts were run on 10%–40% glycerol gradients as previously described (Staahl et al., 2013) and analyzed by SDS-PAGE.

### In Utero Electroporation

Timed-pregnant mice (E13.5 and E14.5) were anesthetized with isoflurane in oxygen carrier (Abbot Laboratories), and uterine horns were exposed through a small incision in the ventral peritoneum. Plasmid DNA solution (2–5 μg/μL), prepared using the EndoFree plasmid purification kit (QIAGEN), was mixed with 0.05% Fast Green (Sigma) and injected through the uterine wall into the lateral ventricles of the embryos using pulled borosilicate needles and a Femtojet microinjector (Eppendorf). Five electrical pulses were applied at 35 V (50 ms duration) across the uterine wall at 950-ms intervals using 5-mm platinum tweezertrodes (Harvard Apparatus) and an ECM-830 BTX square wave electroporator (Harvard Apparatus). The uterine horns were then replaced in the abdominal cavity, and the abdomen wall and skin were sutured. Pregnant mice were sacrificed 24 hr, 3 days, or 5 days following surgery, and embryos were subjected to immunofluorescence analyses to study neural radial migration and expression of proliferation and laminar-specific markers.

### Statistical Analysis

Data are presented as mean ± SEM. Statistics for multiple comparisons was performed using either unpaired t test or one- or two-way ANOVA followed by appropriate post-test indicated in the figure legends. All analysis was performed using GraphPad Prism version 6.0 for Macintosh (GraphPad Software) (^∗^ p < 0.05, ^∗∗^ p < 0.01, ^∗∗∗^ p < 0.001, and ^∗∗∗∗^ p < 0.0001 for all statistical analysis).

## Author Contributions

J.N. performed most experiments and helped conceive the project and write the manuscript. J.G.S. performed experiments shown in Figures 1C, 1D, 7D, S1, S4, and S7 and helped write the manuscript. W.T.S. performed the experiments shown in Figure 7B. M.M.G.H. helped with in utero electroporation. A.N. performed the initial co-immunoprecipitation experiments. W.D.B., A.A.V., and J.A.W. performed the mass spectrometry, and R.M. was responsible for bioinformatics analysis. A.R. conceived the project and wrote the manuscript.

## Figures and Tables

**Figure 1:**
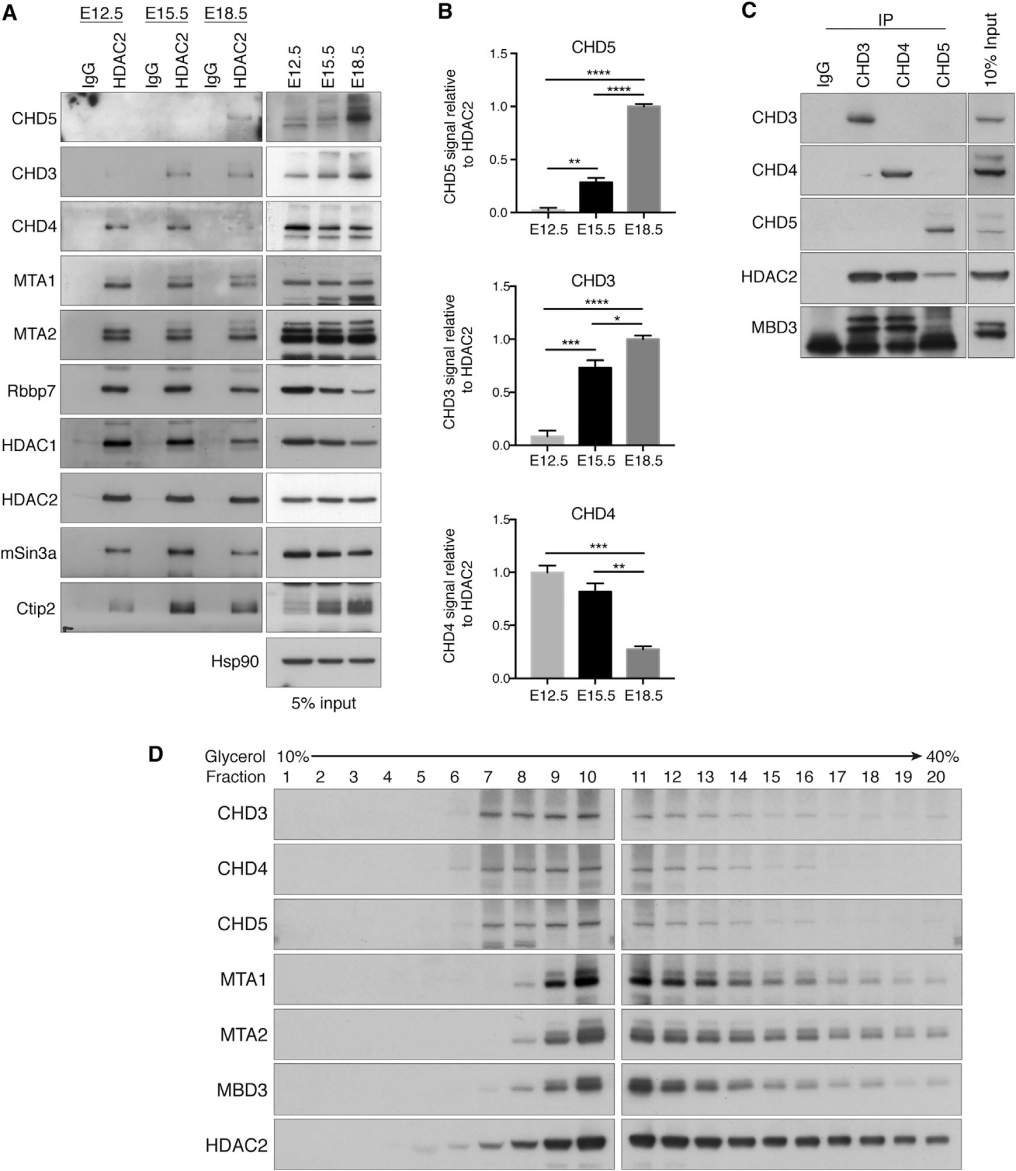
Characterization of NuRD Complexes in the Developing Cortex (A) Lysates of cortices were subjected to co-immunoprecipitation with HDAC2 antibody followed by immunoblotting for NuRD subunits. Representative western blot; n = 3. (B) Densitometry analysis of CHDs co-immunoprecipitating with HDAC2 in E12.5, E15.5, and E18.5 cortex. Data are presented as mean ± SEM of three independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001 by one way ANOVA with Tukey’s multiple comparisons test. (C) Lysates of E15.5 cortices were subjected to co-immunoprecipitation with CHD3, CHD4 or CHD5 antibodies followed by immunoblotting for HDAC2 and MBD3. Representative blot; n = 3. (D) Glycerol gradient co-sedimentation analysis of nuclear extracts from E15.5 cortices. Representative blot; n = 3. See also Figures S1–S4.

**Figure 2:**
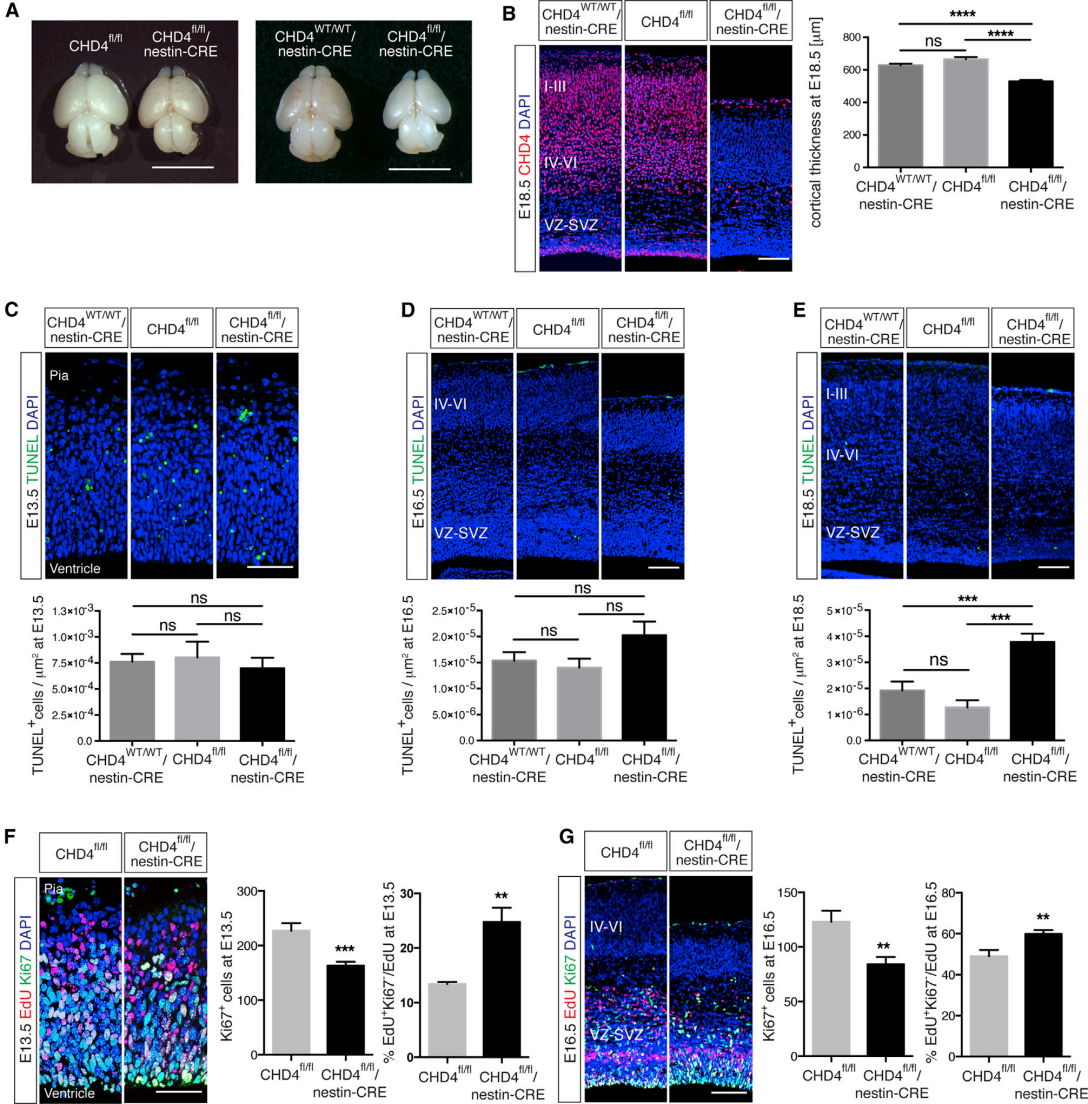
Deletion of CHD4 Causes Microcephaly and Premature Cell-Cycle Exit of NPCs (A) CHD4^fl/fl^/nestin-CRE and control (CHD4^fl/fl^ and CHD4^WT/WT^/nestin-CRE) brains dissected at E18.5. Scale bar, 5 mm. (B) Left: coronal sections of CHD4^fl/fl^/nestin-CRE and control brains at E18.5 immunolabeled for CHD4 (red). Scale bar, 100 μm. Right: cortical thickness in E18.5 embryos, measured across the cortical wall using coronal sections; five to ten embryos obtained from four litters were analyzed per genotype. (C) Top: TUNEL staining of CHD4^fl/fl^/nestin-CRE cortex at E13.5. Scale bar, 50 μm. Bottom: number of TUNEL-positive cells per 1 μm^2^ of cortical area. Four to nine embryos obtained from four litters were analyzed per genotype. (D) Top: TUNEL analysis of CHD4^WT/WT^/nestin-CRE, CHD4^fl/fl^ and CHD4^fl/fl^/nestin-CRE cortices at E16.5. Scale bar, 100 μm. Bottom: number of TUNEL-positive cells per 1 μm^2^ of cortical area. 5–12 embryos obtained from five litters were analyzed per genotype. (E) Top: TUNEL analysis of CHD4^fl/fl^/nestin-CRE cortex at E18.5. Scale bar, 100 μm. Bottom: number of TUNEL-positive cells per 1 μm^2^ of cortical area. Five to ten embryos obtained from four litters were analyzed per genotype. (F) Analysis of cell-cycle exit index of CHD4^fl/fl^/nestin-CRE cortices at E13.5. EdU in vivo labeling at E12.5 followed by analysis of Ki67 expression at E13.5. 5–11 embryos obtained from five litters were analyzed per genotype. Scale bar, 50 μm. (G) Analysis of Ki67-positive cells and cell-cycle exit index of the CHD4^fl/fl^/nestin-CRE cortex at E16.5 performed as in (F). Scale bar, 100 μm. All data are presented as mean ± SEM. ^∗∗^p < 0.01 and ^∗∗∗^p < 0.001 (ns, not significant) by one-way ANOVA with Tukey’s multiple comparisons test (B–E) or unpaired t test (F and G).

**Figure 3:**
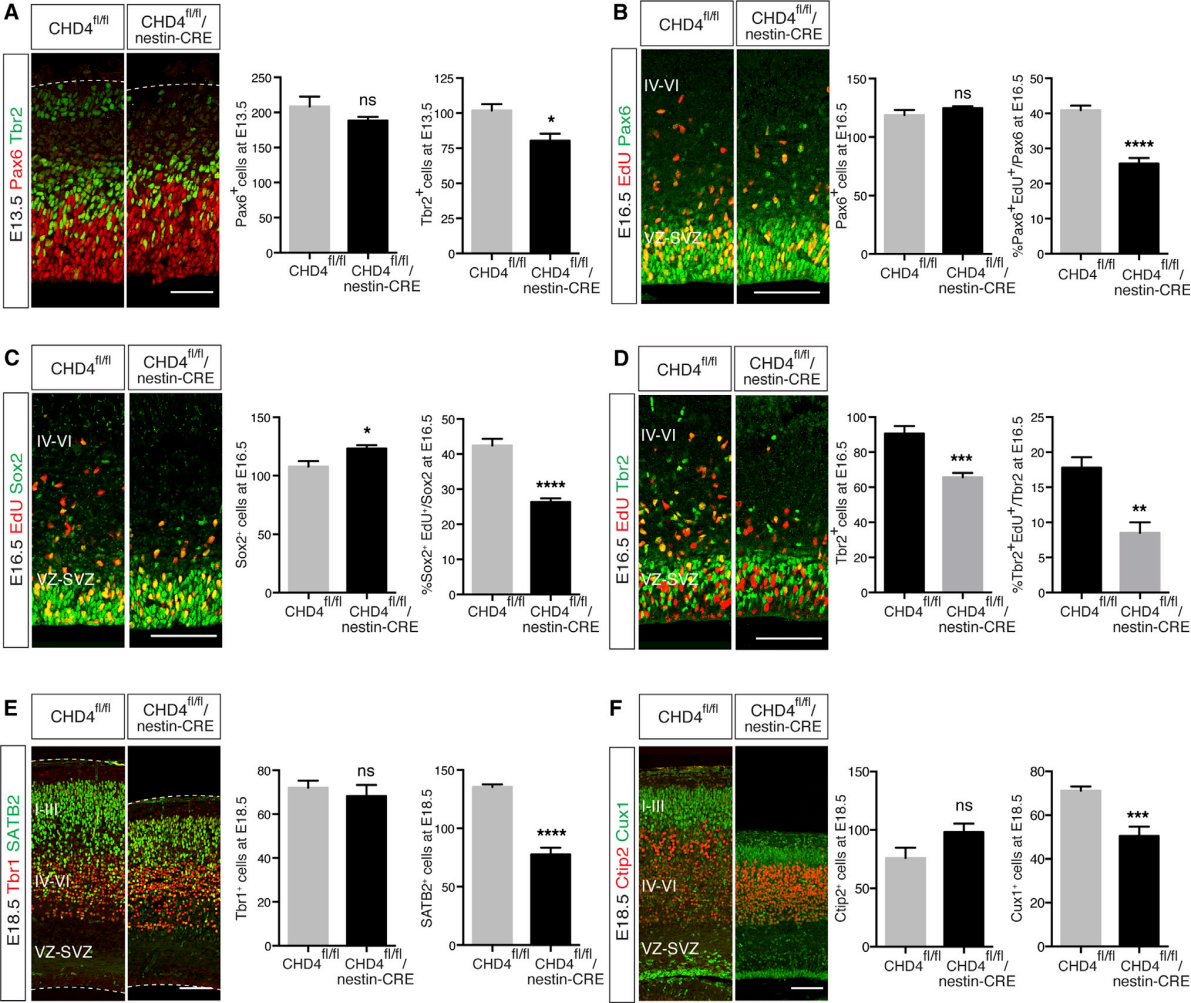
Deletion of CHD4 Causes IPCs Depletion and Defects of Cortical Lamination (A) Left: coronal sections of E13.5 CHD4^fl/fl^/nestin-CRE and CHD4^fl/fl^ control brains immunostained for Pax6 (red) and Tbr2 (green). Scale bar, 50 μm. Right: quantification of Pax6- and Tbr2-expressing cells per section. 5–12 embryos obtained from five litters were analyzed per genotype. (B–D) Left: coronal sections of E16.5 CHD4^fl/fl^/nestin-CRE and control brains harvested 2 hr after EdU injection and immunolabeled with EdU (red) and Pax6 (B), Sox2 (C), or Tbr2 (D) (green). Scale bar, 100 μm. Right: number of cells expressing Pax6 (B), Sox2 (C), and Tbr2 (D) per section and percentage of cells co-labeled with EdU. Five to six embryos obtained from three litters were analyzed per genotype. (E and F) Left: coronal sections of E18.5 CHD4^fl/fl^/nestin-CRE and CHD4^fl/fl^ control brains immunolabeled with Tbr1 (red) and SATB2 (green) (E) or Ctip2 (red) and Cux1 (green) (F). Scale bar, 100 μm. Right: quantification of cells expressing Tbr1 and SATB2 (E) or Ctip2 and Cux1 (F) in each section. Littermates were obtained from five litters, and five to ten embryos were analyzed per genotype. All data are presented as mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001 (ns, not significant) by unpaired t test. See also Figure S5.

**Figure 4:**
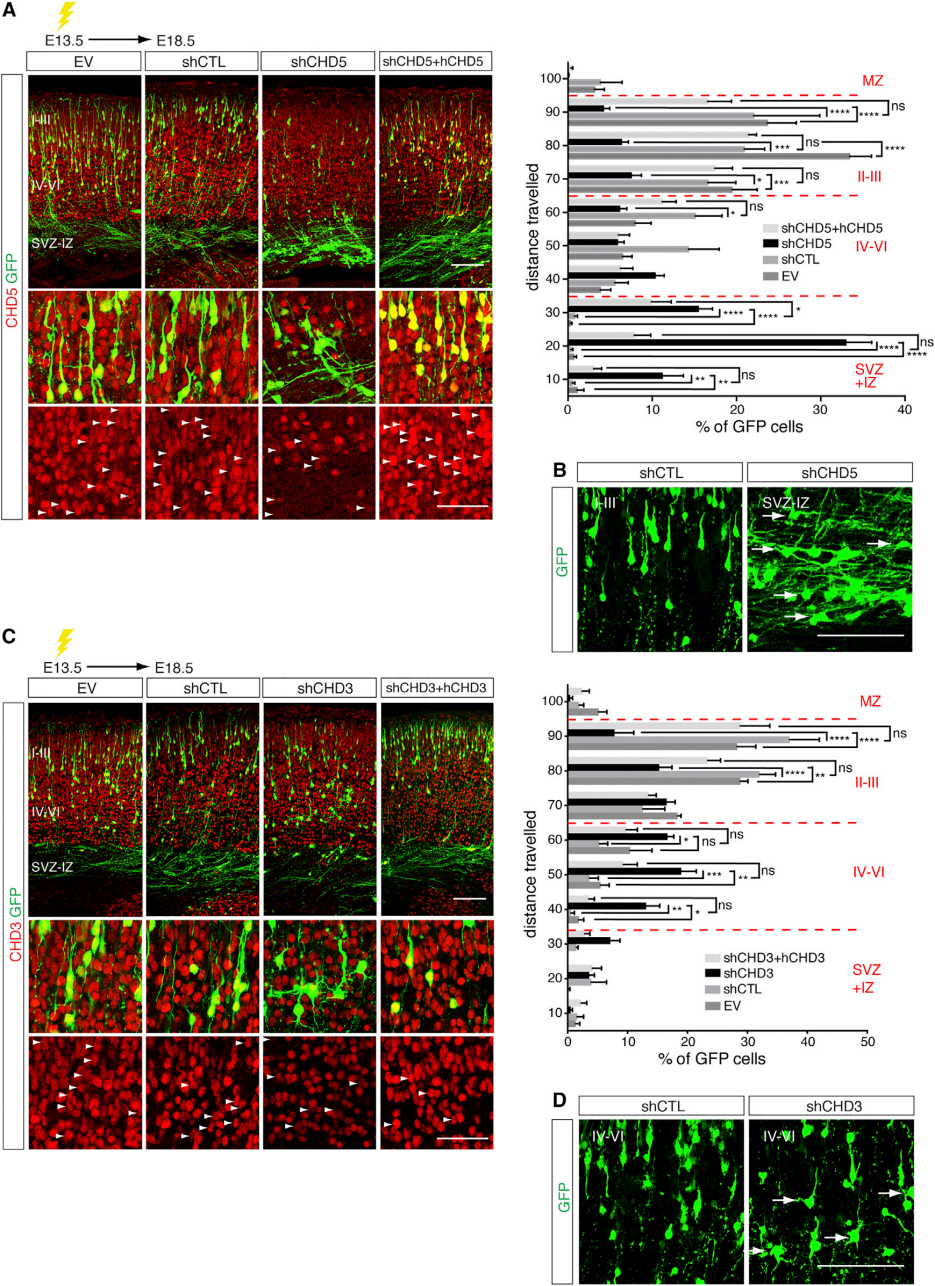
CHD5 and CHD3 Regulate Distinct Aspects of Neural Radial Migration (A) Left: E13.5 embryos were in utero electroporated with the indicated shRNA-GFP vectors, and electroporated cells (green) expressing CHD5 (red) were analyzed at E18.5. Scale bar, 100 μm. Bottom: higher-magnification images of the sections. Arrowheads indicate electroporated cells. Scale bar, 50 μm. Right: quantification of electroporated cells traveling the distance between ventricular surface (0) and pial surface (100). 5–13 embryos were analyzed per condition; n = 3. (B) Representative images of neurons within the layers II–III or SVZ-IZ electroporated with shRNA-GFP vectors. Arrows indicate multipolar neurons. Scale bar, 100 μm. (C) Left: E13.5 embryos were in utero electroporated with shRNA-GFP vectors and CHD3 expression (red) in electroporated cells was analyzed at E18.5. Scale bar, 100 μm. Bottom: higher-magnification images of the sections. Arrowheads indicate electroporated cells. Scale bar, 50 μm. Right: distribution of electroporated cells quantified as in (A). 5–11 embryos were analyzed per condition; n = 3. (D) Representative images of layers IV–VI neurons electroporated with shRNA-GFP vectors. Arrows indicate multipolar neurons. Scale bar, 100 μm. All data are presented as mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001 (ns, not significant) by two-way ANOVA with Tukey’s multiple comparisons test.

**Figure 5:**
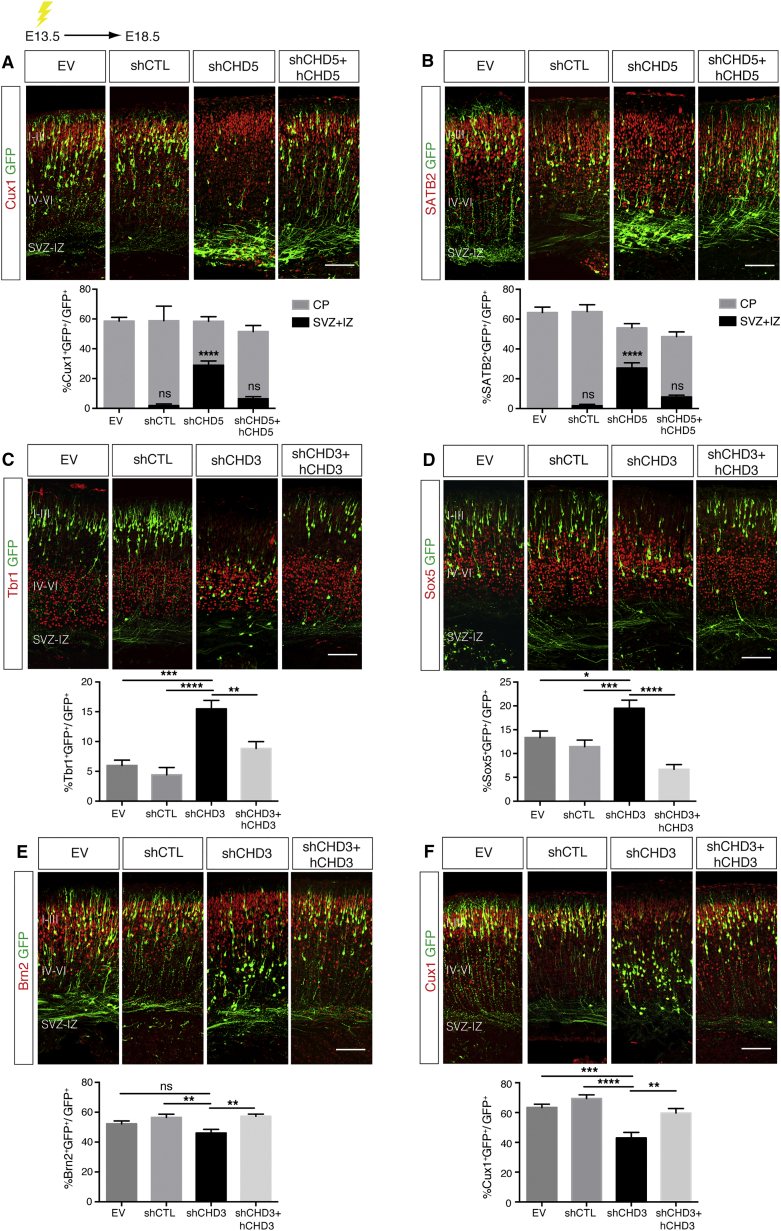
CHD3 and CHD5 Regulate Cortical Layer Specification (A and B) Cortical neurons were in utero electroporated with shRNA-GFP vectors and immunolabeled for GFP (green) and Cux1 (red) (A) or SATB2 (red) (B). Percentage of GFP-positive cells expressing Cux1 (A) or SATB2 (B) present in SVZ + IZ or CP. 6–13 embryos were analyzed per condition; n = 3. Scale bar, 100 μm. (C–F) Cortical neurons were in utero electroporated with shRNA-GFP vectors and immunolabeled for GFP (green) and Tbr1 (red) (C), Sox5 (red) (D), Brn2 (red) (E), or Cux1 (red) (F). The percentage of co-labeled GFP-positive cells was quantified. Scale bar, 100 μm. 3–15 embryos were analyzed per condition; n = 3. All data are presented as mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001 (ns, not significant) by two way (A) and (B) or one-way ANOVA (C–F) with Tukey’s multiple comparisons test. See also Figure S5.

**Figure 6:**
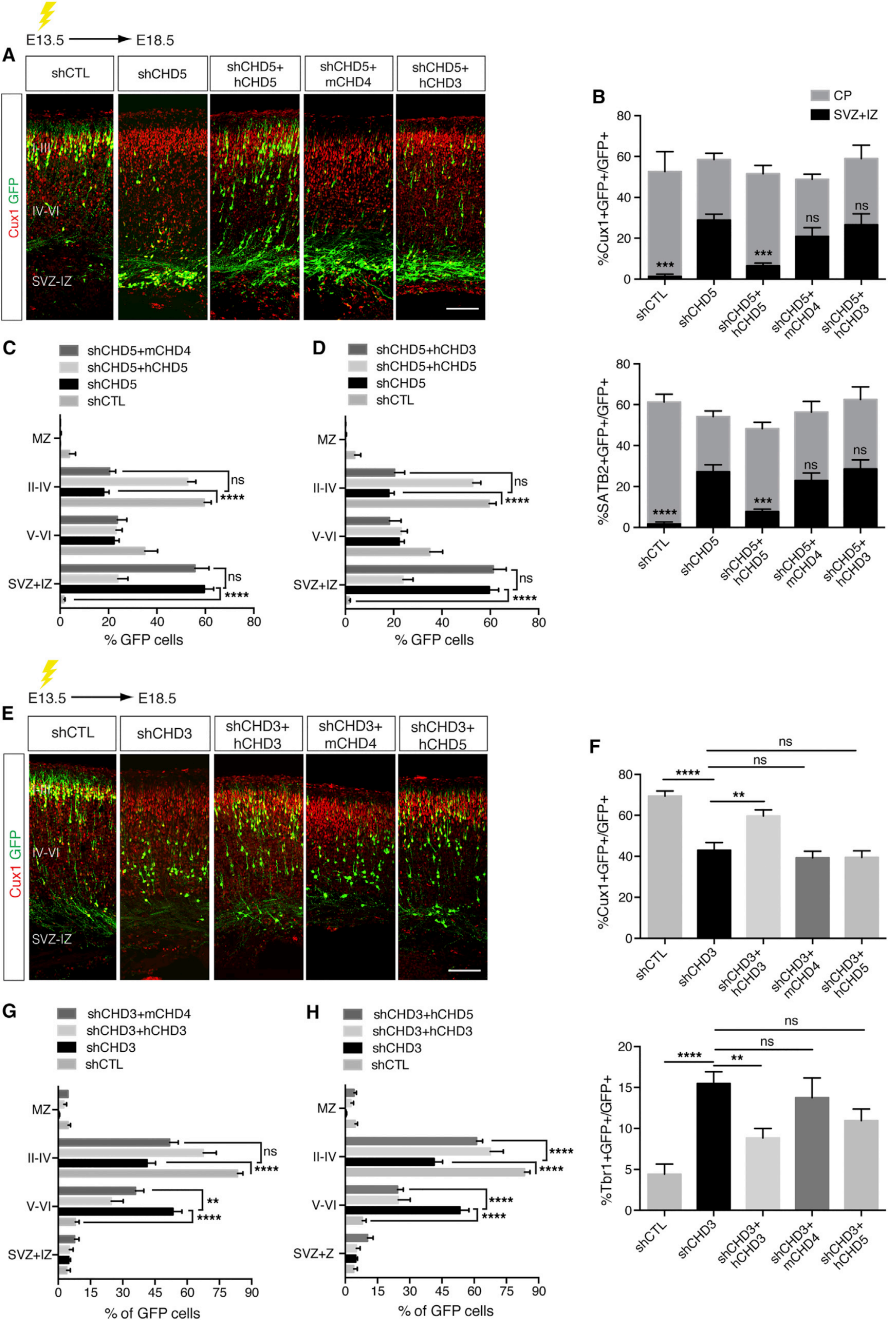
Non-redundant Functions of CHDs during Cortical Development (A) E13.5 embryos were electroporated with the indicated vectors and immunolabeled with GFP (green) and Cux1 (red) antibodies at E18.5. Scale bar, 100 μm. (B) Quantification of neurons expressing Cux1 and SATB2 in cortices electroporated as in (A). 5–13 embryos were analyzed per condition; n = 3. shCTL, shCHD5, and shCHD5 + hCHD5 conditions are identical to those shown in Figures 5A and 5B, because the experiments were performed at the same time, and data were split in two figures for clarity. (C and D) Distribution of cells electroporated with the indicated vectors at E13.5 and analyzed at E18.5. 5–13 embryos were analyzed per condition; n = 3. shCTL, shCHD5, and shCHD5 + hCHD5 conditions are identical in (C) and (D), because the experiments were performed at the same time, and data were split in two graphs for clarity. (E) E13.5 embryos were in utero electroporated with the indicated vectors and immunolabeled with GFP (green) and Cux1 (red) antibodies 5 days later. Scale bar, 100 μm. (F) Quantification of neurons expressing Cux1 and Tbr1 in cortices in utero electroporated as in (E). 8–13 embryos were analyzed per condition; n = 3. shCTL, shCHD3, and shCHD3 + hCHD3 conditions are identical to those shown in Figures 5C and 5D, because the experiments were performed at the same time, and data were split in two figures for clarity. (G and H) Distribution of cells electroporated with the indicated vectors at E13.5 and analyzed at E18.5. 8–13 embryos were analyzed per condition; n = 3. shCTL, shCHD3, and shCHD3 + hCHD3 conditions in (G) and (H) are identical, because the experiments were performed at the same time, and data were split in two graphs for clarity. All data are presented as mean ± SEM. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001 (ns, not significant) by one-way (F) or two-way (B–D, G, and H) ANOVA with Tukey’s multiple comparisons test. See also Figure S6.

**Figure 7:**
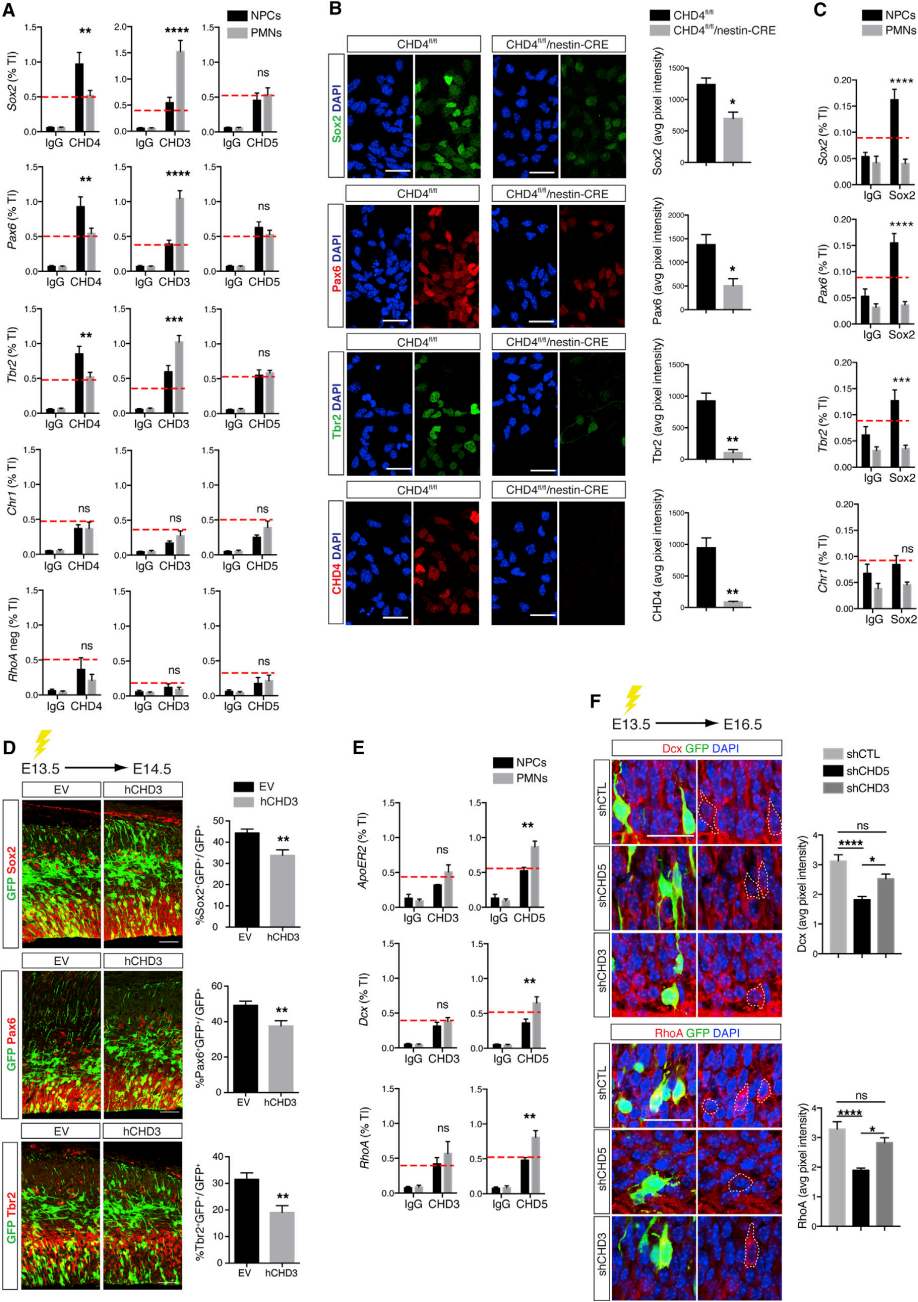
Specific CHD Subunits Regulate the Expression of Genes Necessary for Cortical Development (A) ChIP of CHDs on *Sox2*, *Pax6*, and *Tbr2* promoters in NPCs and PMNs. Chromosome 1 (*Chr1*) and *RhoA* intergenic region (*RhoA neg*) were used as negative controls. The red dotted line indicates background signal detected on *Chr1* (CHD3 ChIP n = 8, CHD4 ChIP n = 7, and CHD5 ChIP n = 7). (B) Immunofluorescence of Sox2, Pax6, and Tbr2 in NPCs derived from CHD4^fl/fl^/nestin-CRE and control E12.5 embryos; n = 3. Scale bar, 50 μm. (C) ChIP of Sox2 binding to *Pax6*, *Sox2*, and *Tbr2* promoters in NPCs and PMNs. *Chr1* was used as negative control; n = 4. (D) E13.5 embryos were in utero electroporated with either EV or hCHD3 expressing vectors and immunolabeled for GFP (green) and Sox2, Pax6, or Tbr2 (red) at E14.5. Five to nine embryos were analyzed per condition; n = 3. Scale bar, 50 μm. (E) ChIP of CHD subunits binding on *ApoER2*, *Dcx*, and *RhoA* promoters in NPCs and PMNs (CHD3 ChIP n = 6 and CHD5 ChIP n = 5). (F) Expression of Dcx and RhoA in the cortex of mice electroporated with shCTL, shCHD5, or shCHD3 at E13.5 and harvested at E16.5 25–50 cells were analyzed per embryo; n = 3. Average pixel intensity of Dcx and RhoA in GFP-expressing cells was normalized to background (ImageJ). Scale bar, 25 μm. Data are presented as mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, and ^∗∗∗∗^p < 0.0001 (ns, not significant) by two-way ANOVA (A, C, and E) with Sidak’s multiple comparisons test, unpaired t test (B and D), or one-way ANOVA (F) with Tukey’s multiple comparisons test. See also Figure S7.

## Accession Numbers

The accession number for the microarray data reported in this study is GEO: GSE70298.

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S7

Table S1. Proteins Interacting with HDAC2 in the Developing Embryonic Cortex, Related to Figures 1 and S1

Table S2. Differentially Expressed Genes in the Developing Mouse Embryonic Cortex, Related to Figures 7 and S6

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

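Cortical RNA of mouse embryos at E12.5, E15.5 and E18.5 was measured on 12 Illumina mouse WG-6 v2.0 arrays, 4 per stage, with 45281 probes each. For each array the authors deposited the signal, which is the mean bead intensity of a probe on a linear scale, not normalized between arrays. The authors also deposited a detection p-value per probe and array. The authors' processed table holds log2 values with a median of 6.51 in every column. Its scale and centring were found by setting it against the signals, which it equals after a log2 transform and quantile normalization (largest difference 5.00e-09). The submitters' processing notes name lumi, and its version and the background setting are not given in the sources used here. The signals and the processed table each name their arrays by the sample, and 0 columns were left unmapped.
Probe names came from a table of the platform's annotation, in which 34885 probes have 1 gene symbol, 18 have several and 10378 have none. Probes with several or no symbols are unnamed here. Of the named probes, 34807 matched a RefSeq gene by gene ID, and 0 symbols changed by it. A gene stands for its detected probe with the highest mean, and 4167 tested genes have more than 1 tested probe. Of 176 named genes, 79 have another tested probe, and 4 (Zfpm2, Mta3, Tpi1 and Rbbp4) have one that changed in the opposite direction at an adjusted p under 0.01, with no minimum fold.
Signals were background-corrected with limma 3.58.1 in R 4.3.3, by the normal-exponential model with parameters estimated from the detection p-values and an offset of 16, then quantile normalized and log2 transformed. The number of arrays limits the precision, and probes undetected at a stage give a bound only. Probes with a detection p-value under 0.01 on at least 1 array entered 1 linear model with a mean per stage, fitted to all 12 arrays, with moderated variances. The 3 comparisons between stages, and the difference between the intervals, were adjusted by Benjamini-Hochberg within each, and all adjusted p of genes and probes come from limma. A probe was called at an adjusted p under 0.01 and a fold change of at least 2, which are the thresholds the paper states. A member of a list was counted as higher or lower at an adjusted p under 0.01, with no minimum fold.
The 25 gene lists covered BAF subunits, Cajal-Retzius cells, Lin28 and let-7 targets, NuRD subunits, apical progenitors, astrocytes, cell cycle, cholesterol synthesis, choroid plexus, deep layers, definitive erythroid cells, endothelial cells, glycolysis, imprinted genes, intermediate progenitors, interneurons, meninges, microglia, oligodendrocyte lineage, pericytes, primitive erythroid globins, radial migration, sex-linked genes, synapse and upper layers. Part of the paper's Table S2 had been seen when they were fixed. Each list was tested in each comparison with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 75 list and comparison pairs and a threshold of 0.05, and again with camera at an estimated correlation and with fry. The genes named are those the paper names, the 5 largest rises and 5 largest falls per comparison among called probes detected on all arrays of both stages with no overlap between them, leaving out clone and predicted names, the 3 largest bounds each way, and up to 4 called members of each list with the largest changes, or 3 of the highest mean where none was called. Values in Table S2 count as seen. The text names 101 of the 176 genes of this rule, and the other 75 enter only the counts and tests given here, so their own results are not reported here.
On simulated data for E18.5 versus E12.5 over 19652 probes, 50 probes each were changed 1.5-fold, 2-fold, 4-fold and 8-fold. At the adjusted p alone, the test recovered 34%, 86%, 100% and 100% of them, with 4 wrong calls. With the minimum fold added, it recovered 0%, 54%, 100% and 100%, with 1 wrong call. No other probe was changed, and the noise was independent, with the same spread at every stage. In the data, 12454 probes passed the adjusted p in this comparison, so the simulation does not give its sensitivity or error. The alternatives were no background correction, median scaling, cyclic loess, the authors' processed values, other detection filters and thresholds, adjustment over the comparisons together, an intensity trend with robust estimation, array weights, fits of only the stages compared, the methods' t-test, the replicate number as a block, averaged probes, and each array left out. The paper's methods list an unpaired t-test among statistics run in GraphPad Prism, and its text names no test for the arrays. Values far from the others of a stage were found with Dixon's test on the 4 arrays of a stage.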

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

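The tests of a mixture, of a wrong stage label and of the Xist and Y-linked transcripts, and the use of bounds in the test of choroid plexus genes, were chosen only after the result was seen.
E12.5 replicate 4 lay between the other E12.5 arrays and the E15.5 arrays, at -53.4 on the first principal component. It held 24 of the 41 values that stood far from the others among 357 groups of 4. The measure was the gap to the nearest of the others over the range of the group, by which chance alone gives about 1 in 20 groups. The genes were picked partly for their changes between these stages. A single shift of this array could thus flag many of them together, and the 24 values are not independent. A wrong stage label is argued against, since among probes at least 4-fold higher at E15.5 the 95th percentile of the share of the way to E15.5 was 0.520. A mixture with RNA of E15.5 cortex may account for the array, since its residual SD around the best mixture (share 0.365) was 0.189, against 0.822 without a mixture. The 0.189 was 0.744 of the mean of the other E12.5 arrays, but those were each set against a mean of fewer arrays. A mixture would give every probe the same share, whereas the median share was 0.354 over 259 rising and 0.426 over 49 falling probes. The fit does not separate a mixture from embryos of intermediate age. Embryos further developed than the others also stay open. The median share of 39 probes whose rise was over by E15.5 exceeded that of 105 that rose again by 0.0395 (95% bootstrap interval 0.00886 to 0.0782), under the 0.1 required. By the rule set before, a difference under 0.05 argues against this explanation. The demand that the whole interval lie within 0.05 was added after the value was seen, and it alone left the explanation open. The interval resamples probes of 1 array, so it does not measure the spread between samples. Xist was undetected on this array and on E15.5 replicate 2, and detected on the other E15.5 arrays, and a different dissection was not tested.
Xist and the Y-linked Eif2s3y were both detected on 7 arrays, Xist alone on 1 and Eif2s3y alone on 4, which the paper's text does not report. A single embryo on each array is argued against by the 7 arrays with both. Probes that read RNA of the other sex are argued against, since 4 arrays lacked Xist and 1 lacked Eif2s3y. A small share of RNA carried over between arrays is argued against as well, since on 7 arrays both signals exceeded 5% of their highest array, the lowest at 13.2%. Pools of embryos of both sexes stay open as a candidate explanation, and no biological explanation was tested. By its brightest probe, Xist was detected on 1, 3 and 4 arrays at E12.5, E15.5 and E18.5, and Eif2s3y on 4, 3 and 4. The sexes sampled may thus differ between the stages, and for sex-linked genes the comparisons cannot separate this from age.
Ttr was 13.42 on E15.5 replicate 4 in log2 intensity, 81.7-fold above the mean of the other E15.5 arrays. Of 5 other choroid plexus genes, 4 were undetected on the other E15.5 arrays and have only a bound, and 2 were at least 2-fold higher on this array, Clic6 at least 6.58-fold and Kcne2 at least 2.73-fold. The bounds of Aqp1 and Folr1 were 1.42-fold and 1.20-fold, and Otx2, detected on all E15.5 arrays, was 1.91-fold higher. An artefact of the Ttr probes is argued against by the same 2 genes. Choroid plexus tissue in the sample stays open as a candidate explanation, since it requires most of these genes to be at least 2-fold higher and the bounds of Aqp1 and Folr1 decide nothing. As the test was set before, against the measured means of the other E15.5 arrays, Folr1 was also over 2-fold higher (6.04 against 4.77). With Clic6 and Kcne2, that met the prediction, and only the bounds brought in later left it undecided. No further explanation was tested.
In normalized log2 intensity, the values of E12.5 replicate 4 far above the other E12.5 arrays were Rbfox1 9.85 (others 6.96 to 7.37), Mapt 11.19 (others 8.69 to 8.82), Tiam2 8.81 (others 6.06 to 6.46), Olig1 5.92 (others 4.86 to 4.98), Mef2c 8.59 (others 7.05 to 7.25), Camk2b 8.88 (others 5.53 to 6.02), Grin2b 5.99 (others 5.07 to 5.15) and Dlx1 8.02 (others 4.58 to 4.66). Also far above them on this array were Sst 8.22 (others 4.52 to 4.56), Gad1 6.95 (others 4.45 to 4.66), Dclk1 8.67 (others 7.59 to 7.73), Ldb2 8.30 (others 7.16 to 7.30), Crym 8.71 (others 4.52 to 4.71), Tnc 7.63 (others 4.65 to 5.02), Smarca2 11.28 (others 10.47 to 10.57), Eif2s3y 9.35 (others 9.04 to 9.06), Sybu 9.60 (others 6.92 to 7.23), Syt16 8.88 (others 6.35 to 6.61) and Sox5 11.01 (others 9.87 to 9.88). Far below them on this array were Hbb-y 13.40 (others 13.83 to 13.86), Wfdc2 10.23 (others 10.85 to 10.90), Slc4a1 7.45 (others 7.88 to 7.96) and Folr1 5.92 (others 7.17 to 7.27). C1qc was 5.77 on E12.5 replicate 1, below the other E12.5 arrays (6.30 to 6.35). Mta2 was 10.25 on E12.5 replicate 3, above the other E12.5 arrays (10.12 to 10.14). Xist was 9.61 on E12.5 replicate 3, above the other E12.5 arrays (4.64 to 4.89). Dclk1 was 9.51 on E15.5 replicate 1, below the other E15.5 arrays (9.88 to 9.95). Chd5 was 6.58 on E15.5 replicate 1, below the other E15.5 arrays (7.20 to 7.32). Eif2s3y was 4.47 on E15.5 replicate 1, below the other E15.5 arrays (8.78 to 9.62). Zfp385b was 6.76 on E15.5 replicate 1, below the other E15.5 arrays (7.15 to 7.20). Eomes was 10.57 on E15.5 replicate 2, above the other E15.5 arrays (10.06 to 10.12). Clic6 was 8.50 on E15.5 replicate 4, above the other E15.5 arrays (5.24 to 5.74). Kcne2 was 7.23 on E15.5 replicate 4, above the other E15.5 arrays (4.77 to 5.11). Nde1 was 8.71 on E18.5 replicate 1, below the other E18.5 arrays (9.03 to 9.08). Sox5 was 10.84 on E18.5 replicate 1, below the other E18.5 arrays (11.09 to 11.12). Tafa2 was 11.47 on E18.5 replicate 2, above the other E18.5 arrays (11.28 to 11.30). Mef2c was 12.22 on E18.5 replicate 3, below the other E18.5 arrays (12.31 to 12.32). Chd5 was 10.16 on E18.5 replicate 4, above the other E18.5 arrays (9.67 to 9.74). The median signal of E15.5 replicate 4 was 93.3, against 88.8 to 89.5 on the other E15.5 arrays.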

How the results depend on the processing

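The authors' values with no detection filter, and both doubted arrays (E12.5 replicate 4 and E15.5 replicate 4) left out, were chosen only after the result was seen. Of 546 results on genes, 2 that passed the test here or in an alternative had the opposite direction in the other, both with the probes of a gene averaged. They were Hdac2 from E12.5 to E15.5 (-0.28, adjusted p = 0.00260, in place of 0.09) and Rbbp4 from E15.5 to E18.5 (0.035, adjusted p = 0.712, in place of -0.61). Median scaling left 17 lost and 9 gained, cyclic loess 11 lost and 4 gained, array weights 4 lost and 21 gained and the methods' t-test 48 lost and 16 gained. From 2364, 2316 and 5533 probes in the separate comparisons, 6011 in any and 3756 genes, no background correction and the authors' values each gave 1143, 1181 and 3462 probes in the separate comparisons, 3629 in any and 2399 genes. With no minimum fold they were 8535, 8113 and 12454 probes in the separate comparisons, 14050 in any and 8257 genes, and with a minimum of 1.5-fold 5534, 5251 and 9493 probes in the separate comparisons, 10612 in any and 6399 genes. The authors' values with no detection filter gave 1142, 1177 and 3460 probes in the separate comparisons, 3627 in any and 2398 genes, and both doubted arrays left out 2816, 2375 and 5915 probes in the separate comparisons, 6445 in any and 4017 genes. At an adjusted p under 0.05, the intervals differed for 6010 in place of 3500 probes. Without a detection filter, 45281 in place of 19652 probes were tested. The cause was not tested. Of 75 list tests, 37 passed with camera at the preset correlation, 0 with an estimated correlation and 67 with fry, which compares no list with other genes. Imprinted genes between E15.5 and E18.5 did not pass with camera (adjusted p = 0.835, sign higher) and passed with fry (sign lower, adjusted p = 2.70e-06, median log2 fold change 0.06, 3 members higher and 2 lower). With 1 array left out at a time, the separate comparisons gave 2151 to 2823, 2147 to 2420 and 5391 to 5920 probes, any comparison 5837 to 6438 probes and 3655 to 4021 genes, the differences between intervals 2335 to 4610 probes, with the lowest without E15.5 replicate 3 and the highest without E12.5 replicate 4, and 36 to 40 list tests passed. At an unadjusted p under 0.05, the methods' t-test gave 11173, 11881 and 13953 probes. After Benjamini-Hochberg it gave 9774, 10782 and 13378, and at the paper's threshold 2117, 2304 and 5403. The paper does not tie this t-test to the arrays. The FDRs of the held Table S2 entries match instead the limma fit of the authors' values with no detection filter (largest difference 0.00206 in log10). A block for the chip was not run, since no chip is given. An effect of chip or hybridization that follows the stages could thus not be told apart from age. Signal over background limits the fold changes of dim probes, and a probe undetected on every array of a stage has only a bound.
The replicate numbers do not pair the arrays. With the replicate block, the counts were 2354, 2318 and 5526 probes in the separate comparisons, 6000 in any and 3747 genes, the differences between intervals 2768 probes and the list tests past the threshold 39, with those of pericytes added from E12.5 to E15.5 (adjusted p = 0.0386) and from E12.5 to E18.5 (adjusted p = 0.0392). Correlations of deviations between arrays of the same number ranged from -0.331 to 0.272 (mean -0.0526, other numbers 0.0162), and 3 of 12 arrays correlated best with their own number.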

Differences from the paper's values

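The fit of the authors' processed values with no detection filter was chosen only after the result was seen. The paper's count of identified transcripts is 30869, and 19652 probes passed the detection filter here. The paper's text states no detection rule. Of the alternatives set before the data were examined, no filter (45281 probes) and a detection p-value under 0.05 on at least 1 array (23668 probes) came within 1.5 times of it, and detection on at least 4 arrays (17469 probes) did not. The paper's count of differentially expressed transcripts is 3627, and 6011 probes were called here at the paper's stated thresholds. Of the alternatives set before the data were examined, no background correction and the authors' processed values, which are the same values and each gave 3629, came within 1.5 times of it. The others did not. The authors' processed values with no detection filter, an alternative chosen after seeing the values, gave 3627 transcripts, for 2398 genes against the paper's 2835. They dropped none of the 1996 held entries of Table S2. With the number of transcripts the same, the gene counts differ by how probes are named. Here the 10378 probes of the array with no symbol count toward no gene. Only the first 1996 of the 2833 entries of Table S2 are used here.
In Table S2, the log2 fold change of BCL11B (ILMN_2443624) between E12.5 and E15.5 is 1.10 in the paper's table and 1.39 here. That of CHD4 (ILMN_2654822) is -0.66 in the paper's table and -0.94 here between E15.5 and E18.5, and -1.12 in the paper's table and -1.52 here between E12.5 and E18.5. For CHD5 (ILMN_3145636) it is 2.03 in the paper's table and 2.62 here between E15.5 and E18.5. Between E12.5 and E18.5 it is 2.72 in the paper's table, and this probe, undetected at E12.5, gives a bound of at least 3.44 here, over 1.5 times the paper's fold. For EOMES (ILMN_2570496) it is -0.77 in the paper's table and -1.29 here between E15.5 and E18.5, and -1.11 in the paper's table and -1.75 here between E12.5 and E18.5. No background correction and the authors' processed values, both set before the data were examined, are the same values. They gave the paper's value for each of these changes other than the bound. Their bounds for CHD5 were not over 1.5 times the paper's fold. Cyclic loess came within the probe's pooled SD within stages for none of them, and median scaling only for CHD4. The fit of the authors' values with no detection filter gave the fold changes of all 1996 held entries to within 0.0001. The differences thus come with the background correction used here.
From RT-PCR and immunoblots, the paper states that CHD4 stayed constant over these stages (Figures S2A and S2B). Here the brightest Chd4 probe had a log2 fold change of -1.26 from E12.5 to E18.5 (SE 0.12, adjusted p = 3.31e-07 from limma, lower on 4 of 4 E18.5 arrays). The probe listed in Table S2 had -1.52 here, and a further probe -0.49, while the last was undetected at E12.5 and detected on 1 E18.5 array, which leaves no fold (adjusted p = 0.665). The paper also states that CHD3 and CHD5 rose after E12.5. Here Chd3 was higher than at E12.5 by 0.56 at E15.5 (adjusted p = 0.000716) and by 0.74 at E18.5 (adjusted p = 3.72e-05), and Chd5, detected on 1 E12.5 array, by 1.62 (adjusted p = 2.85e-05) and 4.34 (adjusted p = 6.70e-10), each on 4 of 4 arrays of the later stage. That 1 array was E12.5 replicate 4, without which only bounds are left for Chd5, of at least 1.32 and 4.05 on the log2 scale. With no background correction the values of Chd5 were 0.89 and 3.16. Between E15.5 and E18.5, Chd5 had a log2 fold change of 2.73 (adjusted p = 1.95e-07) and Chd3 0.18 (adjusted p = 0.199).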

Other observations

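None of the tests given here was chosen only after the result was seen, and each gene named below as higher, lower or fallen had it on 4 of 4 arrays of the later stage against every array of the earlier one, except where stated. Medians are of log2 fold changes, with bounds in place of values for genes undetected at a stage. Of 7 genes of the oligodendrocyte lineage, the counts were 1 higher and 2 lower from E12.5 to E15.5, 6 and 0 from E15.5 to E18.5, and 6 and 0 from E12.5 to E18.5 (medians 0.06, 0.96 and 0.97, adjusted p = 0.971, 2.30e-05 and 0.00277, and adjusted p = 0.972, 0.0790 and 0.187 with an estimated correlation). The first lower count was 1 without any 1 of the arrays other than E12.5 replicate 4, and 1 with median scaling or no background correction. With fitted values in place of bounds, the later medians were 2.09 and 2.19. Sox10, a transcription factor of this lineage, was at least 4.07-fold higher at E18.5 than at E12.5. Of 9 astrocyte genes, the counts were 7 higher and 1 lower from E12.5 to E15.5, 6 and 2 from E15.5 to E18.5, and 7 and 2 from E12.5 to E18.5 (medians 0.56, 0.76 and 1.60, adjusted p = 0.0391, 0.0342 and 0.0295, and adjusted p = 0.297, 0.296 and 0.296 with an estimated correlation). The second median was 1.14 with fitted values in place of bounds. The first of these tests gave 0.0503 without E12.5 replicate 1 and 0.0500 without E15.5 replicate 4, 0.0769 with no background correction, 0.0790 with median scaling and 0.0507 with cyclic loess, which also gave 0.0507 in the second, and median scaling gave 0.0519 in the last. The last lower count was 1 with median scaling or cyclic loess. Gfap, an intermediate filament, was at least 3.12-fold higher at E18.5 than at E12.5, Tnc, an extracellular matrix protein, was higher by 5.06 (SE 0.48) on the log2 scale (at least 28.2-fold without E12.5 replicate 4, the 1 E12.5 array on which it was detected, at 7.63), and Gja1, which encodes a gap junction protein, fell by 1.96. Of 9 endothelial genes, the counts were 7 higher and 1 lower from E12.5 to E15.5, 4 and 1 from E15.5 to E18.5, and 6 and 1 from E12.5 to E18.5 (medians 0.47, 0.51 and 1.48, adjusted p = 0.0157, 0.0813 and 0.0185, and adjusted p = 0.289, 0.296 and 0.289 with an estimated correlation). Cldn5, a tight junction protein, was higher at E18.5 than at E12.5 by 2.62 (SE 0.21), while Slc2a1, the glucose transporter of the blood-brain barrier, fell by 1.39. Of 4 pericyte genes, the counts were 3 higher and 0 lower from E12.5 to E15.5, 1 and 0 from E15.5 to E18.5, and 3 and 0 from E12.5 to E18.5, with 3 higher from E15.5 to E18.5 with median scaling and 0 with no background correction (medians 0.41, 0.20 and 0.41, adjusted p = 0.0637, 0.216 and 0.0637, and adjusted p = 0.289, 0.359 and 0.289 with an estimated correlation). With fitted values in place of bounds, the first and last medians were 0.65 and 0.90. The first test gave 0.0453 without E12.5 replicate 3 and 0.0468 without E15.5 replicate 2, and the last 0.0482 without E12.5 replicate 3. With no detection filter they gave 0.0179 and 0.0151, and with a detection p-value under 0.05 0.0463 in both. Of 10 microglial genes, the counts were 7 higher and 0 lower from E12.5 to E15.5, 0 and 1 from E15.5 to E18.5, and 5 and 0 from E12.5 to E18.5 (medians 0.42, -0.02 and 0.48, adjusted p = 0.0157, 0.982 and 0.0814, and adjusted p = 0.289, 0.987 and 0.343 with an estimated correlation). The first count was 3 without E15.5 replicate 2, E15.5 replicate 3 or E15.5 replicate 4, and 4 without E12.5 replicate 1 or E12.5 replicate 2. The lower count in the second comparison was 0 with median scaling, and the last test gave 0.0235 with no detection filter. C1qc, a complement component, was higher at E18.5 than at E12.5 by 1.19 (SE 0.13), detected on 3 E12.5 arrays, and was 5.77 on E12.5 replicate 1. Of 5 Cajal-Retzius genes, the counts were 2 higher and 2 lower from E12.5 to E15.5, 0 and 2 from E15.5 to E18.5, and 2 and 3 from E12.5 to E18.5 (medians -0.26, -0.43 and -0.83, adjusted p = 0.835, 0.286 and 0.540, and adjusted p = 0.845, 0.359 and 0.603 with an estimated correlation), with lower counts of 1 without any 1 of the arrays other than E12.5 replicate 1, E12.5 replicate 4, E18.5 replicate 1 and E18.5 replicate 4 in the first, and 1 without E18.5 replicate 3 in the second comparison, and 1 and 1 with median scaling and 1 in the first with cyclic loess. Reln, which encodes reelin, was higher at E15.5 than at E12.5 by 1.38 (SE 0.19). Of 3 meningeal genes, the counts were 1 higher and 0 lower from E12.5 to E15.5, 0 and 2 from E15.5 to E18.5, and 0 and 0 from E12.5 to E18.5 (medians 0.35, -0.60 and -0.08, adjusted p = 0.371, 0.290 and 0.835, and adjusted p = 0.431, 0.359 and 0.845 with an estimated correlation), with a first higher count of 0 without E12.5 replicate 1, E12.5 replicate 2, E12.5 replicate 3, E15.5 replicate 1, E15.5 replicate 4 or E18.5 replicate 2 or with cyclic loess or no background correction, and a second lower count of 1 without E18.5 replicate 3 or with median scaling.
Of 13 NuRD subunit genes, the counts were 2 higher and 5 lower from E12.5 to E15.5, 2 and 6 from E15.5 to E18.5, and 2 and 8 from E12.5 to E18.5, with 6 lower in the first when adjusted over the list alone (medians -0.16, -0.16 and -0.69, adjusted p = 0.224, 0.297 and 0.191, and adjusted p = 0.359, 0.431 and 0.359 with an estimated correlation). The first lower count was 2 with median scaling, 2 without E12.5 replicate 1 or E15.5 replicate 4, and 3 without any 1 of the arrays other than E12.5 replicate 1, E12.5 replicate 4, E15.5 replicate 4, E18.5 replicate 1 and E18.5 replicate 4. The second higher count was 1 without any 1 of the arrays other than E12.5 replicate 2, E12.5 replicate 3, E12.5 replicate 4 and E18.5 replicate 3. Mbd2, a methyl-CpG binding protein, fell by 1.83 from E12.5 to E18.5, and Mta3 fell by 1.37, while another Mta3 probe gave 1.03 and the mean of its probes -0.17 (adjusted p = 0.0620). Of the other subunits, Mta1, Mta2, Mbd3, Rbbp7 and Rbbp4 had log2 fold changes of -0.69, -0.83, -0.76, -0.68 and -0.71 from E12.5 to E18.5 in that order (adjusted p = 5.59e-07 to 0.000508), and Hdac2, Mbd1 and Gatad2b, which did not pass, 0.12, -0.05 and 0.27 (adjusted p = 0.228, 0.668 and 0.0293). Other Rbbp4 probes gave 0.27 and 0.36 (adjusted p = 0.00870 and 0.00957), and the mean of its probes was -0.03 (adjusted p = 0.751). A further Rbbp7 probe gave 0.08 (adjusted p = 0.547). With median scaling, Mta1 did not pass (-0.38, adjusted p = 0.0326) and Gatad2b passed (0.53, adjusted p = 0.000950), as it did with cyclic loess (0.35, adjusted p = 0.00725). Mta2 was 10.25 on E12.5 replicate 3, apart from the other E12.5 arrays. Chd5 was 6.58 on E15.5 replicate 1 and 10.16 on E18.5 replicate 4, apart from the other arrays of their stages. Of 16 BAF subunit genes, the counts were 5 higher and 4 lower from E12.5 to E15.5, 2 and 5 from E15.5 to E18.5, and 6 and 7 from E12.5 to E18.5 (medians 0.05, -0.01 and -0.08, adjusted p = 0.774, 0.835 and 0.973, and adjusted p = 0.772, 0.845 and 0.972 with an estimated correlation). Median scaling left 2, 3 and 3 lower and cyclic loess 3 in the second comparison, whose higher count was 1 without any 1 of the arrays other than E12.5 replicate 2, E12.5 replicate 3, E12.5 replicate 4 and E15.5 replicate 2. Actl6a, the actin-related subunit of progenitor complexes, fell by 2.33 from E12.5 to E18.5, while Actl6b, its counterpart in neurons, was higher by 3.23 (SE 0.34) and the ATPase Smarca2 by 2.02 (SE 0.16), with Smarca2 at 11.28 on E12.5 replicate 4. Of the layer and migration genes that the paper names for other experiments, Tbr1, a transcription factor of deep layers, was higher by 0.63 at E15.5 (SE 0.11, adjusted p = 0.000367) and by 0.62 at E18.5 (adjusted p = 0.000229) than at E12.5. Bcl11b (Ctip2) was higher by 1.14 (adjusted p = 7.09e-05) and 1.06 (adjusted p = 6.05e-05), while another of its probes gave 0.76 and 0.74 (adjusted p = 0.0263 and 0.0221). Lrp8 (ApoER2), a receptor of reelin, was higher by 0.84 (adjusted p = 5.52e-05) and 0.72 (adjusted p = 9.16e-05), while another probe detected on all arrays gave 0.35 and 0.17 (adjusted p = 0.0258 and 0.217). Between E15.5 and E18.5, these 3 genes had log2 fold changes of -0.01, -0.08 and -0.12 (adjusted p = 0.948, 0.712 and 0.434). Sox5, another transcription factor of deep layers, was higher by 1.68 at E15.5 than at E12.5 (SE 0.21, adjusted p = 1.85e-05) and then fell by 0.80 to E18.5 (SE 0.21, adjusted p = 0.00528, adjusted p of the difference between intervals 0.000242), with 0.88 from E12.5 to E18.5 (adjusted p = 0.00161), where 3 of 4 E18.5 arrays lay above every E12.5 array. The 3 other Sox5 probes detected on all arrays gave -0.69 to -0.82 for the fall (adjusted p = 0.00166 to 0.00931), and 2 dimmer ones did not pass. The fall did not pass without any 1 of the E15.5 or E18.5 arrays (adjusted p = 0.0104 to 0.0187), with cyclic loess (0.0194), no detection filter (0.0149), an intensity trend and robust estimation (0.0121) or the probes averaged (0.0196).
Of 10 glycolysis genes, the counts were 0 higher and 9 lower from E12.5 to E15.5, 0 and 4 from E15.5 to E18.5, and 1 and 9 from E12.5 to E18.5 (medians -0.86, -0.22 and -1.05, adjusted p = 0.000286, 0.175 and 0.00505, and adjusted p = 0.289, 0.601 and 0.326 with an estimated correlation). In the second comparison, 2 were lower with cyclic loess, 1 was higher with median scaling, and the higher count was 1 without E18.5 replicate 3. The last higher count was 0 without any 1 of the arrays other than E15.5 replicate 1, E15.5 replicate 2 and E18.5 replicate 3, and 0 with no background correction, and the second test gave 0.0414 with no detection filter. Pgk1, a kinase of glycolysis, fell by 1.61 from E12.5 to E18.5, while another probe of it, detected on all arrays, gave -0.03 (adjusted p = 0.807), and 0.27 from E12.5 to E15.5 (adjusted p = 0.0454). Another probe of Tpi1 changed in the opposite direction to its first probe in the first comparison (0.62 against -0.88) and in the last (0.66 against -1.40). Of 5 genes of Lin28 and let-7 targets, the counts were 0 higher and 4 lower from E12.5 to E15.5, 0 and 2 from E15.5 to E18.5, and 0 and 4 from E12.5 to E18.5 (medians -0.87, -0.07 and -0.32, adjusted p = 0.00505, 0.424 and 0.0318, and adjusted p = 0.289, 0.637 and 0.296 with an estimated correlation), and Igf2bp1, an RNA-binding protein, fell by 3.19 from E12.5 to E18.5. With fitted values in place of bounds, the first and last medians were -1.04 and -1.37. The last of these tests gave 0.0795 over probes detected on at least 4 arrays. Of 7 cholesterol synthesis genes, the counts were 0 higher and 3 lower from E12.5 to E15.5, 3 and 0 from E15.5 to E18.5, and 3 and 1 from E12.5 to E18.5 (medians -0.31, 0.68 and -0.16, adjusted p = 0.160, 0.0185 and 0.522, and adjusted p = 0.384, 0.289 and 0.709 with an estimated correlation), with a last lower count of 0 with median scaling, and Sqle, a squalene epoxidase, was higher from E12.5 to E18.5 by 0.81 (SE 0.07). Of 7 imprinted genes, the counts were 2 higher and 4 lower from E12.5 to E15.5, 3 and 2 from E15.5 to E18.5, and 3 and 3 from E12.5 to E18.5 (medians -0.40, 0.06 and 0.06, adjusted p = 0.286, 0.835 and 0.860, and adjusted p = 0.359, 0.845 and 0.873 with an estimated correlation), with the second lower count 1 without any 1 of the arrays other than E12.5 replicate 1, E12.5 replicate 3 and E15.5 replicate 4, or with median scaling or cyclic loess, and Grb10, an adaptor of insulin signaling, fell by 3.13. Of 5 definitive erythroid genes, the counts were 2 higher and 1 lower from E12.5 to E15.5, 0 and 2 from E15.5 to E18.5, and 1 and 1 from E12.5 to E18.5 (medians 0.65, -0.64 and 0.01, adjusted p = 0.486, 0.117 and 0.881, and adjusted p = 0.637, 0.346 and 0.919 with an estimated correlation), and Slc4a1, the anion exchanger of red cells, fell by 2.50 from E12.5 to E18.5 (detected on 1 E18.5 array) and was 7.45 on E12.5 replicate 4. The last higher count was 0 with median scaling, and the second test gave 0.0405 with no detection filter. Of 4 sex-linked genes, none passed by its brightest probe in any comparison (medians -0.62, 0.53 and -0.24, adjusted p = 0.776, 0.807 and 0.972, and adjusted p = 0.845, 0.845 and 0.972 with an estimated correlation). Other probes of Xist passed from E12.5 to E18.5 (2.54 and 2.68, adjusted p = 0.00306 and 0.00307), each detected on 1 of 4 E12.5 arrays and each above every E12.5 array on only 2 of 4 E18.5 arrays. The first of them also passed from E15.5 to E18.5 (2.25, adjusted p = 0.00984, detected on 1 E15.5 array), on 4 of 4 E18.5 arrays above every E15.5 array. The sexes sampled may differ between the stages, so these changes of Xist cannot be read as changes with age. By the brightest probes, 1 was higher from E12.5 to E18.5 without E12.5 replicate 3, E15.5 replicate 1 or E15.5 replicate 2 and with median scaling or no background correction. From E15.5 to E18.5, 1 was higher without E12.5 replicate 3. Without E15.5 replicate 1, 1 was lower from E15.5 to E18.5 and 2 were lower from E12.5 to E18.5. The median, mean and test of a list differed in sign for oligodendrocyte lineage from E12.5 to E15.5 (median 0.06, mean 0.17, test lower), radial migration from E15.5 to E18.5 (median 0.43, mean -0.03, test higher), microglia from E15.5 to E18.5 (median -0.02, mean -0.04, test higher), definitive erythroid cells from E12.5 to E18.5 (median 0.01, mean -0.39, test lower), BAF subunits from E12.5 to E18.5 (median -0.08, mean 0.21, test lower), imprinted genes from E15.5 to E18.5 (median 0.06, mean -0.08, test higher), imprinted genes from E12.5 to E18.5 (median 0.06, mean -0.44, test lower), cholesterol synthesis from E12.5 to E18.5 (median -0.16, mean 0.08, test higher) and sex-linked genes from E12.5 to E18.5 (median -0.24, mean 0.33, test lower).
In each comparison, 1 of 35 splits of its arrays into groups of 4, the real one, called as many probes (2353, 2348 and 5529). The highest other split called 0. These splits cannot exclude chance, since 1 of 35 is the smallest share they can give. Every other split also mixes the 2 stages, which widens the spread within its groups. Over the 3 stages, 1 of 100 splits, the real one, gave as many as 6011 called probes, and the highest other gave 4918.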
